# The Role of *Eif6* in Skeletal Muscle Homeostasis Revealed by Endurance Training Co-expression Networks

**DOI:** 10.1016/j.celrep.2017.10.040

**Published:** 2017-11-07

**Authors:** Kim Clarke, Sara Ricciardi, Tim Pearson, Izwan Bharudin, Peter K. Davidsen, Michela Bonomo, Daniela Brina, Alessandra Scagliola, Deborah M. Simpson, Robert J. Beynon, Farhat Khanim, John Ankers, Mark A. Sarzynski, Sujoy Ghosh, Addolorata Pisconti, Jan Rozman, Martin Hrabe de Angelis, Chris Bunce, Claire Stewart, Stuart Egginton, Mark Caddick, Malcolm Jackson, Claude Bouchard, Stefano Biffo, Francesco Falciani

**Keywords:** skeletal muscle, exercise, *Eif6*, systems biology, metabolism, mitochondria, network biology

## Abstract

Regular endurance training improves muscle oxidative capacity and reduces the risk of age-related disorders. Understanding the molecular networks underlying this phenomenon is crucial. Here, by exploiting the power of computational modeling, we show that endurance training induces profound changes in gene regulatory networks linking signaling and selective control of translation to energy metabolism and tissue remodeling. We discovered that knockdown of the mTOR-independent factor *Eif6*, which we predicted to be a key regulator of this process, affects mitochondrial respiration efficiency, ROS production, and exercise performance. Our work demonstrates the validity of a data-driven approach to understanding muscle homeostasis.

## Highlights

• Endurance exercise profoundly affects the structure of gene networks
• *Eif6* is a hub in gene networks responsible for muscle metabolism and protein synthesis
• Mitochondrial metabolic capacity altered in muscle from *Eif6*^+/−^ mice
• Eif6 haploinsufficiency increased ROS generation and reduced exercise performance

## Introduction

Physical activity or regular exercise is essential for homeostasis of the musculoskeletal system. The benefits of regular exercise are such that physically active individuals have significantly lower mortality rates, regardless of age and lifestyle (Kokkinos, 2012). Exercise is recognized as an effective strategy for the management of chronic conditions such as obesity (Blair and Brodney, 1999), type 2 diabetes (Colberg et al., 2010), and chronic obstructive pulmonary disease (COPD) (Turan et al., 2011).

In the last decade, transcriptomics studies have succeeded in revealing genome-wide transcriptional signatures linked to the endurance training response (Phillips et al., 2013, Timmons et al., 2010, Teran-Garcia et al., 2005, Schmutz et al., 2006). However, most of these studies are also limited to a description of the differentially expressed genes and the functions that they represent. Perhaps the most advanced approach in a recent study is demonstrated by Phillips et al. (2013), who use a correlation-based approach to identify genes linked to gains in muscle mass or age. By utilizing pathway databases representing knowledge-driven gene-to-gene interactions, they identify molecular networks underlying both aging and muscle hypertrophy. While their study highlighted that training induces a molecular reprogramming of the muscle, including showing that the differential expression of mTOR-related genes is linked to muscle hypertrophy, it still relies on existing knowledge for pathway identification.

We reasoned that a data-driven approach may successfully identify truly novel regulatory networks. Encouraged by previous approaches (Turan et al., 2011, Davidsen et al., 2014), we selected one of the most comprehensive endurance training studies in humans, the HERITAGE Family Study (Bouchard et al., 1995), and applied a reverse-engineering strategy to develop a genome-wide network model of muscle homeostasis.

The analysis of the model revealed that co-expression of genes found within core metabolic and translational pathways, such as oxidative phosphorylation and ribosome assembly, is a predominant feature of these networks and that the eukaryotic translation initiation factor *Eif6* (Ceci et al., 2003, Sanvito et al., 1999) is the most connected ribosome associated factor in the network. Analysis of the *Eif6*^*+/−*^ haploinsufficient mouse recapitulated the transcriptional signatures predicted by the HERITAGE study. Furthermore, an assessment of mitochondrial functionality and muscle performance in *Eif6* heterozygote mice revealed alterations in electron transport chain dynamics, superoxide generation, and reduced exercise capacity, further supporting the role of this factor in regulating muscle energy homeostasis.

## Results

### Endurance Training Affects Gene Regulatory Networks in Human Skeletal Muscle

We first identified gene networks whose structure is different between pre- and post-training skeletal muscles. We did this by applying the bioinformatics method DiffCoEx (Tesson et al., 2010) to the HERITAGE study, which includes transcriptome and physiological measurements (Table S1) for 41 human participants at baseline and after 20 weeks of supervised endurance training.

The inferred network (Figure 1) confirmed the hypothesis that endurance training promotes a large-scale rewiring of transcriptional networks. First, we identified differential co-expression networks involving 8,893 unique genes, which the algorithm organized into 25 interconnected gene clusters (network modules) (Figure S1). Of these 8,893 genes, 981 (11%) were detected as differentially expressed in response to training, and only 3 of the 25 modules were enriched with genes responding to training (Figure S1). Network rewiring via differential co-expression therefore involves a larger set of genes and functions than identified by changes in mRNA expression levels alone. Larger modules (more than 10 genes in size) were tested for functional enrichment. Indeed, their functional profile was consistent with skeletal muscle homeostasis and included biological processes related to energy metabolism, muscle fiber contractile elements, and tissue remodeling (Figure 1).

**Figure 1:**
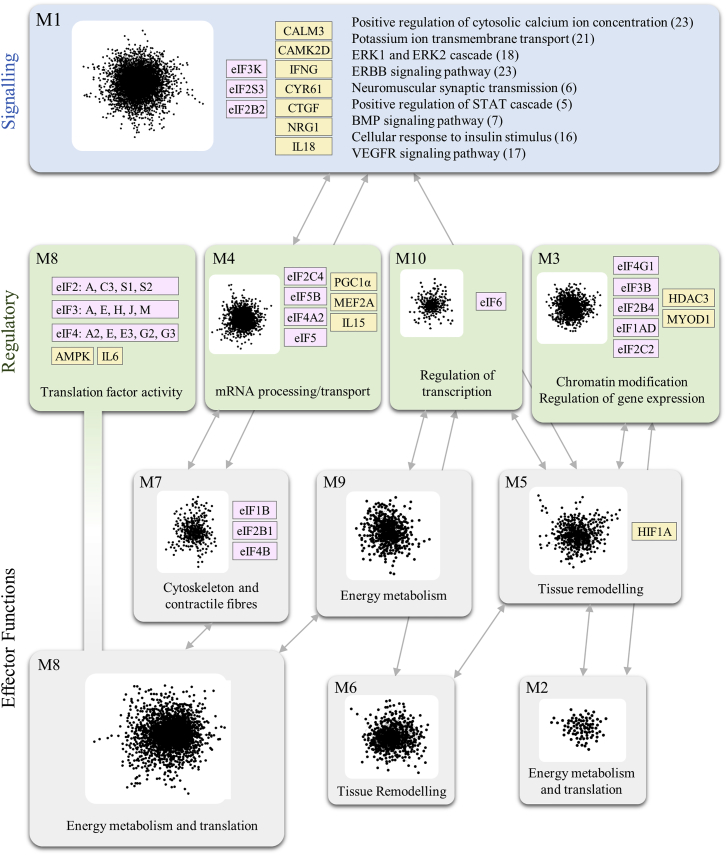
Effects of Endurance Training on Gene Co-expression in Skeletal Muscle This network represents the 10 largest gene modules identified by the gene co-expression analysis (module size is proportional to the number of genes). Genes within each module showed highly significant alteration in gene-gene pairwise correlation between trained and untrained states (FDR < 1%). Modules connected by arrows showed significant inter-module alterations in correlation between trained and untrained states (FDR < 10%). Each module has been annotated with genes known to play a key role in muscle biology (gold) and in the eukaryotic initiation factors (pink) found within that module. M1 is labeled with enriched gene ontology terms reflecting signaling pathways. Every other module has been summarized using a functional term representative of the enriched gene ontology terms.

We found that the network reflects several aspects of skeletal muscle homeostasis, including neuromuscular junction signaling, modulation of regulatory factors, and, in turn, the effector functions responsible for the endurance training response. Module 1 (M1) was enriched in cell signaling pathways including genes controlling neuromuscular synaptic transmission. M3, M4, M8, and M10 represented a set of modules characterized by regulatory factors controlling processes such as chromatin modification, transcription, mRNA processing, mRNA transport, and regulation of translation. Finally, M2 and M5–M9 represented three different types of effector functions, namely energy metabolism, tissue remodeling, and muscle fiber structural components.

The linkage between signaling and effector functions was consistent with existing literature. However, we also observed that the correlation patterns between genes in energy metabolism (oxidative phosphorylation, the tricarboxylic acid [TCA] cycle, and glycolysis) and translation were different in pre- and post-training individuals (Figure 1). Interestingly, most of the enriched translation related genes (in M8 and M2) were not ribosomal structural components. Instead, we could identify regulatory factors such as the eukaryotic initiation factors (eIFs) (14/59 translation-related genes) (Figure 1), which are known to control translation of specific proteins in the rate-limiting phase of initiation and have previously been shown to participate in signaling events such as hypoxia (*Eif2a*) (Liu et al., 2006), mTOR-dependent regulation of energy metabolism (*Eif4e*) (Morita et al., 2013), neoplastic transformation (*Eif6*) (Sanvito et al., 1999, Gandin et al., 2008), and lipid metabolism (*Eif6*) (Brina et al., 2015).

### Analysis of the Ribosome Assembly Sub-network Identifies *Eif6* as a Potential Regulator of Energy Metabolism in Skeletal Muscles

The co-localization of eIF genes and genes related to energy metabolism and other important functions involved in muscle homeostasis suggests that eIF proteins may have a broad role in the response to endurance training. To further investigate this hypothesis, we analyzed the neighborhood of eIFs in the differential co-expression network. We focused on visualizing the linkage between relevant canonical pathways (Kyoto Encyclopedia of Genes and Genomes [KEGG] pathways) and a set of 20 relevant physiological measurements (Table S1) included in the HERITAGE study (Figure 2A).

**Figure 2:**
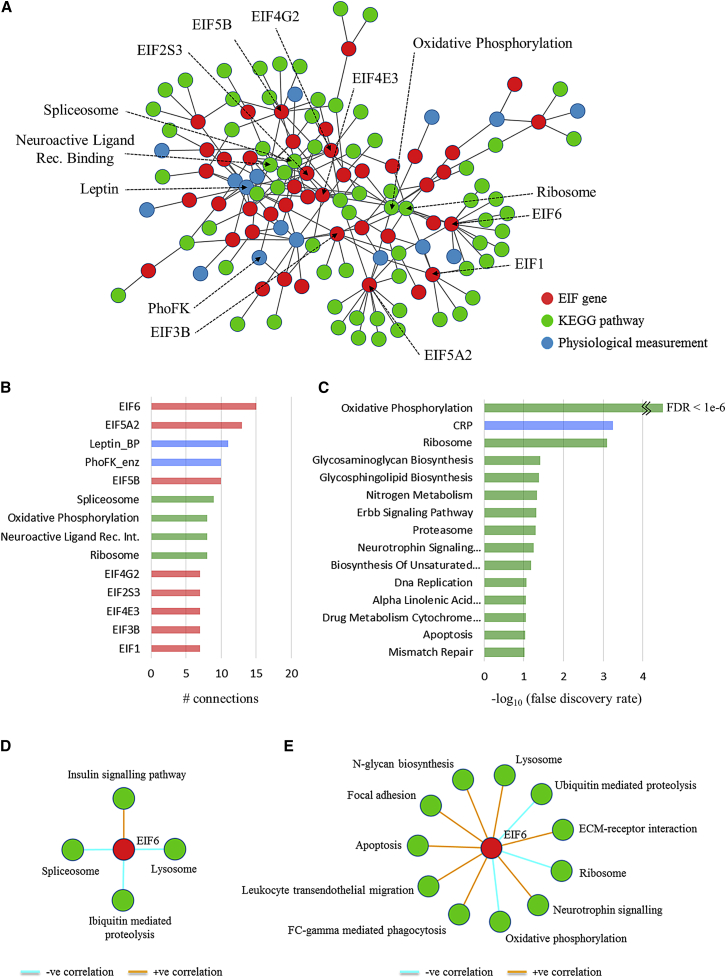
Network-Based Integration of EIF Genes, Physiological Measurements, and Pathway Activity Reveals *Eif6* as the Most Connected Factor (A) This network represents the integration of multiple analyses. Connections between eIF genes and physiological measurements represent regression analysis using baseline eIF gene expression as a predictor variable (FDR < 10%). Connections between eIF genes and KEGG pathways represent significant enrichment of genes from a KEGG pathway within genes highly differentially co-expressed with the eIF. (B) The total number of connections (degree) of the top 14 most highly connected components of the network (degree > 6). (C) Significance of enrichment of KEGG pathways and phenotypic measurements connected to *Eif6* in the network. (D and E) Network visualization of KEGG pathways enriched (FDR < 10%) within genes significantly correlated (FDR < 5%) with *Eif6* expression in untrained (n = 2,177 genes) (D) and trained (n = 2,022 genes) (E) individuals separately.

Consistent with the previous observation, we found that oxidative phosphorylation, ribosome, spliceosome, and neuroactive ligand receptor interaction were the most connected KEGG pathways among the eIF sub-network (Figure 2B). The network also represented several highly connected physiological measurements (leptin, phosphofructokinase). Interestingly, *Eif6* was the network node with the highest degree (Figure 2B), which prompted us to explore its neighborhood in detail (Figure 2C). We found that its most significant links were with genes involved in oxidative phosphorylation (false discovery rate [FDR] < 10^−6^ for pathway enrichment), followed by an index of systemic inflammation (C-reactive protein, FDR < 0.001) and, as expected, the ribosome KEGG pathway (FDR < 0.001).

Inspection of separate baseline and post-training correlation networks built around *Eif6* revealed an increased connectivity (degree of 4 increased to degree of 11) between *Eif6* and KEGG pathways following endurance training (Figures 2D and 2E).

### The Haploinsufficient *Eif6*^*+/−*^ Mouse Mimics the Predicted *Eif6* Transcriptional Signature

The correlation analysis described above predicts that changes in the activity of *Eif6* may be causally linked to changes in the expression of genes involved in several important pathways, among which oxidative phosphorylation was the strongest candidate (Figure 2C).

We then decided to test this hypothesis by assessing whether modulation of *Eif6* in skeletal muscle of mice would result in the same *Eif6* transcriptional signature that we predicted from the HERITAGE dataset. While human *vastus lateralis* muscle is considered a mixed fiber type (Staron et al., 2000), it is also highly variable (Simoneau and Bouchard, 1989), and different fiber types induce different transcriptional programs (Wang et al., 2004). 

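Transcript levels in *gastrocnemius* and *tibialis anterior* (TA) were measured on 8 Agilent SurePrint G3 mouse arrays, 4 for each muscle; *soleus* was not analysed here. The mice were 8 to 16 weeks old. Each array compared the labelled RNA of 1 *Eif6*+/- mouse with that of 1 WT mouse, paired at random, so that the ratio of the dyes on a spot is a ratio of the genotypes. By the sample labels the *Eif6*+/- RNA carried Cy5 and the WT RNA carried Cy3 on all 8 arrays, whereas the methods name Cy3 labelling alone. No array had the dyes the other way round. A probe that takes up one dye better than the other therefore gives the same log2 ratio as a change in its gene, and within one muscle dye and genotype cannot be told apart. All 8 arrays lay on one slide, with *gastrocnemius* in one row and TA in the other, so that slide row and muscle cannot be told apart either. The authors deposited the scanner's spot intensities, not normalized, together with a table of log2 ratios. Each array held 62976 spots, 59305 of them for 55681 probes and the rest controls. The median spot intensity per array in the Cy5 channel was between 65 and 74 in *gastrocnemius* (median 65.8) and between 60 and 64.5 in TA (median 62), over a local background of 41 to 44. In the Cy3 channel it was between 47.5 and 55 in *gastrocnemius* (median 52.5) and between 46 and 61 in TA (median 50), over a local background of 20 to 22. Between 43.6% and 48.6% of probes were well above background in Cy5 and between 38.7% and 46.0% in Cy3. No spot was saturated on any array. With 4 pairs of mice per muscle, the number of arrays limits the precision of every value.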

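For the values given here, the median spot intensities were corrected for background with limma's normexp method (offset 50), normalized by loess within each array and then by quantiles across the 16 channels, and expressed as the log2 ratio of *Eif6*+/- over WT. Control spots and between 233 and 318 outlier spots per array were left out, replicate spots of a probe were averaged, and a probe was kept if it was well above background in at least 1 channel on all 4 arrays of the muscle. This left 23802 probes in *gastrocnemius* and 23391 in TA. A gene was represented by its brightest probe, which gave 12609 genes in *gastrocnemius* and 12381 in TA. Each log2 ratio was tested against 0 with limma, with Benjamini-Hochberg adjustment over the kept probes and a threshold of 0.1. *Eif6* itself (probe A_52_P85864) had a log2 ratio of −1.02 ± 0.11 (SD, n = 4 pairs, standard error 0.076, adjusted p = 0.0241) in *gastrocnemius* and −0.999 ± 0.17 (SD, n = 4 pairs, standard error 0.083, adjusted p = 0.0109) in TA. Its ratio lay below 0 on all 8 arrays, between −1.22 and −0.80, and its other probe gave −1.13 in *gastrocnemius* and −1.12 in TA. The place of these probes relative to the inactivated part of the gene is not known here. With 1 pair of *gastrocnemius* left out the log2 ratio of *Eif6* stayed between −1.06 and −0.97, but its adjusted p was 0.121 without pair 3 and 0.156 without pair 4. The slope of measured over expected log ratios of the spiked-in control RNAs, as the scanner software reports it, was between 0.848 and 0.875 per array.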

To account for this and to assess the effect of *Eif6* modulation in conditions of different metabolic pathway activity we analyzed three different skeletal muscles (*soleus*, *gastrocnemius*, and *tibialis anterior*) in wild-type (WT) and mutant *Eif6*^*+/−*^ mice. These represent a preference for slow-twitch oxidative, mixed fiber type and fast-twitch, glycolytic fibers, respectively. The *Eif6*^*+/−*^ mouse model shows a 50% reduction in eIF6 expression (Gandin et al., 2008), but this does not affect basal translational rates and does not induce any changes in fiber-type composition (Figure S2A; Table S2) or in the number of mitochondria (measured as mtDNA-to-nuclear DNA [nDNA] ratio) (Figure S2B). Therefore, these animals are a good model for studying the specific role of *Eif6* in skeletal muscles.

Indeed, we discovered that the transcriptional states of WT and *Eif6*^*+/−*^ mice were different (genes differentially expressed in the *gastrocnemius*: 2,651 upregulated, 829 downregulated; soleus: 2,482 upregulated, 1,846 downregulated; *tibialis anterior* (TA): 1,361 upregulated, 958 downregulated; FDR < 10%) and that the profile of the *gastrocnemius* muscle mirrored quite accurately the predicted *Eif6* signature both in functional profile and in direction of change. 

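In *gastrocnemius*, 1939 of 12609 genes were differentially expressed between *Eif6*+/- and WT mice (limma, Benjamini-Hochberg adjusted p under 0.1), 1242 of them higher and 697 lower in *Eif6*+/- muscle. In TA, 2014 of 12381 genes were differentially expressed, 1112 higher and 902 lower. Most of these genes had the same sign on all 4 arrays of their muscle (1899 in *gastrocnemius* and 1936 in TA). The changes were small, with a median size of 0.37 on the log2 scale in *gastrocnemius* and 0.32 in TA, and 207 and 88 of the genes changed at least 1.5-fold. The numbers changed when a pair was left out. In *gastrocnemius*, 1766 and 1351 genes were called by limma without pair 1 or pair 2 and 0 without pair 3 or pair 4, where 2424 and 2649 genes had an unadjusted p under 0.05. In TA, 68, 531, 1185 and 2020 genes were called without pair 1, 2, 3 and 4. Of the other tests applied to the same arrays, the methods' t-test after Benjamini-Hochberg adjustment moved the numbers most. At an adjusted p under 0.05, with the channels as unpaired samples, it called 232 genes in *gastrocnemius* and 62 in TA. Limma at an adjusted p under 0.05 called 626 and 837, so part of the drop comes from the threshold. SAM as run here also took the channels as unpaired samples, after quantile normalization without loess. SAM, the test that the methods name, called 2769 genes in *gastrocnemius* (2041 higher, 728 lower) and 2026 in TA (1278 higher, 748 lower) at an FDR of 0.1, and 1677 and 934 at an FDR of 0.05. From the numbers of differentially expressed genes in each muscle, the paper concludes that the transcriptional states of WT and *Eif6*+/- mice differed.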

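Different probes of one gene show how far the log2 ratios depend on the probe; probes for different isoforms were not told apart here. Of the 529 genes called in *gastrocnemius* that had at least 2 probes, the next brightest probe pointed the same way in 381 (72.0%) and was itself called in 119 (22.5%), against 59.8% pointing the same way among genes that were not called. In TA the next brightest probe pointed the same way in 357 of 538 genes (66.4%) and was called in 116 (21.6%), against 55.2% among genes that were not called. Across 2877 genes with at least 2 probes tested in both muscles, the difference between the log2 ratios of the 2 brightest probes correlated between *gastrocnemius* and TA with r = 0.756, and their mean with r = 0.521. Genes are not independent replicates. Differences between probes thus recurred from one muscle to the other more closely than the genes' mean changes did. As the dyes were not swapped, a shared direction in both muscles does not by itself separate a change with genotype from a dye effect.

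**Figure D1:**
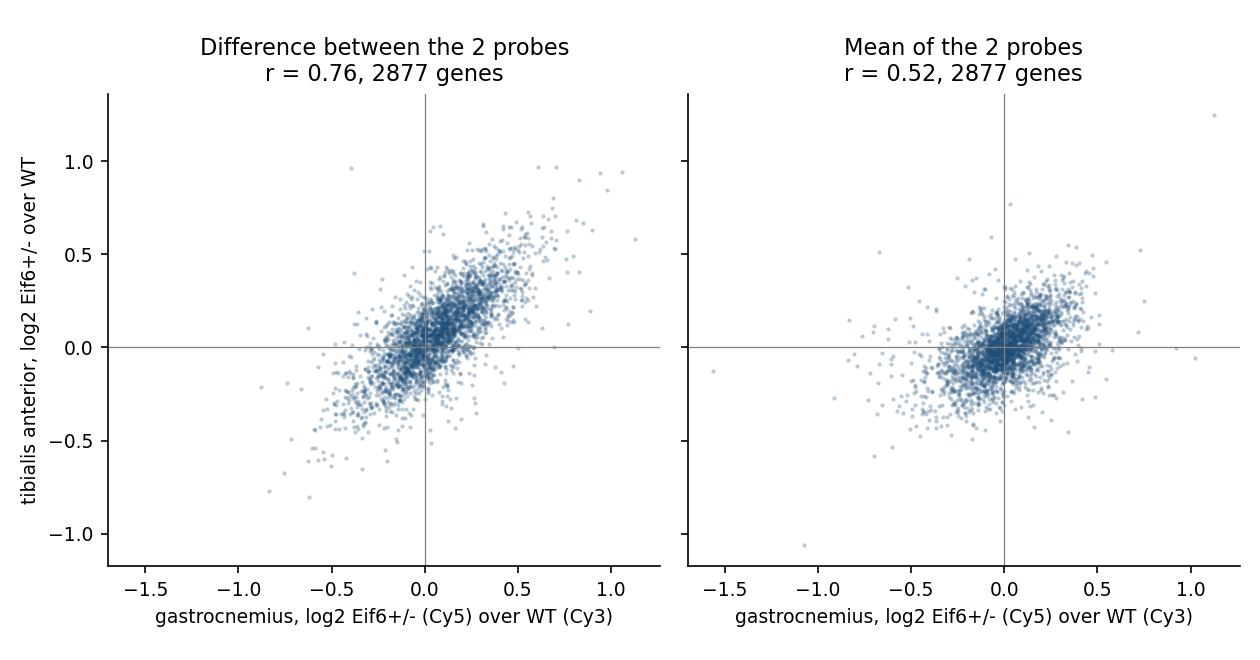
Log2 ratios (*Eif6*+/- over WT) in *gastrocnemius* (horizontal axes) and TA (vertical axes) for 2877 genes with at least 2 probes, each point 1 gene. One panel plots the difference between the gene's 2 brightest probes (r = 0.756) and the other their mean (r = 0.521); the differences line up between the muscles more closely than the means.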

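The 5 genes with the largest increase in *gastrocnemius*, among those called with the same sign on all 4 arrays, were *Mybpc1*, *Sdc4*, *Gm826*, *Adamts8* and *Slc25a4*, with mean log2 ratios from 1.22 down to 1.01. These sizes and their order depended on the processing: with Agilent's processed signals *Sdc4* was at 2.06, *Gm826* at 1.89 and *Adamts8* at 1.62, and *Mybpc1* reached 1.34 at most under any alternative normalization, filter or array left out. *Slc25a4*, which encodes an ADP/ATP carrier of the mitochondrial inner membrane, varied least between pairs (1.01 ± 0.14, SD, n = 4, adjusted p = 0.0241 from limma). *Mybpc1* had a log2 ratio of 2.18 on pair 1 and of 0.84 to 0.95 on the other pairs. The 5 largest decreases were those of *Tnnt2*, *Mybph*, *Apoe*, *Col6a2* and *Cd74*, from −1.29 to −1.10. Of these, *Tnnt2* and *Apoe* varied between pairs about as much as their mean, from −2.52 to −0.14 and from −2.57 to −0.13. Without pair 3 or pair 4, none of these 10 genes passed the threshold in *gastrocnemius*, as no gene did. In TA the largest increases were those of *Slc25a25*, *Sdc4*, *Dusp1*, *Amd2* and *Rem1*, from 1.26 to 0.88. *Rem1* (0.88 ± 0.13, SD, n = 4, adjusted p = 0.0109) was well above background in the WT channel on 2 of the 4 TA arrays only, and its log2 ratio lay between 0.83 and 2.45 over the alternatives, the highest with Agilent's processed signals. *Slc25a25* ranged from 0.00041 to 2.35. *Sdc4* had a log2 ratio of 0.0015 on pair 4 of TA and of 1.42 to 1.54 on the other pairs, and in *gastrocnemius* one of 0.12 on pair 4 and of 1.45 to 1.75 on the others. The largest decreases in TA were those of *S100a9*, *Hbb-bs*, *Eif6*, *Myl10* and *Tnnt1*, from −1.61 to −0.90. A list of blood marker genes was lower in TA too, with a median log2 ratio of −0.67 and 3 of 5 genes called. A difference in blood between the samples is therefore not excluded for the haemoglobin gene *Hbb-bs*. Without pair 1 of TA, *Eif6* and *Rem1* were the only genes of these 10 past 0.1, and *Slc25a25*, *Sdc4* and *Amd2* were not past it without pair 2. Agilent's processed signals took *Slc25a25*, *Sdc4*, *Dusp1*, *Amd2* and *Myl10* in TA and *Tnnt2* and *Apoe* in *gastrocnemius* to adjusted p between 0.101 and 0.137. *Tnnt2* and *Apoe* were also not past 0.1 without pair 1 or without the filter on dim probes, and *Tnnt2* not with loess alone.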

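KEGG gene sets were not used here. In their place, 9 gene families were fixed by gene symbol before the data were examined, and each was tested for over-representation among the genes called higher and among those called lower in *Eif6*+/- muscle (Fisher's exact test, two-sided, against all genes tested in that muscle, Benjamini-Hochberg adjustment over 36 tests). The test treats genes as independent. Most families stand in for pathways that the paper reports from these same arrays, so their enrichment here is not independent evidence. In *gastrocnemius*, 33 of 82 genes of oxidative phosphorylation were called higher, 40.2% against 9.65% of the other genes (odds ratio 6.30, adjusted p = 1.1e-11), and none was called lower. Among mitochondrial ribosomal proteins, 18 of 77 were called higher (odds ratio 2.82, adjusted p = 0.00351). Genes of the extracellular matrix and its receptors were enriched among the genes called lower, with 14 of 68 (odds ratio 4.50, adjusted p = 0.000299). So were lysosomal genes, with 14 of 80 (odds ratio 3.68, adjusted p = 0.00132), and cytosolic ribosomal proteins, with 12 of 83 (odds ratio 2.92, adjusted p = 0.0139). Of 110 genes of the ubiquitin ligation machinery, 9 were called higher and 8 lower (adjusted p = 0.840 and 0.531). Without pair 3 or pair 4 no gene was called in *gastrocnemius*, so no enrichment can be computed. Without pair 1 the enrichment of mitochondrial ribosomal proteins (odds ratio 1.85, adjusted p = 0.179), lysosomal genes (1.84, adjusted p = 0.276) and cytosolic ribosomal proteins (1.06, adjusted p = 0.974) was no longer past 0.1, and without pair 2 that of the mitochondrial (1.97, adjusted p = 0.154) and cytosolic (1.105, adjusted p = 0.947) ribosomal proteins. The enrichments of oxidative phosphorylation among genes called higher and of extracellular matrix genes among genes called lower stayed past 0.1 without either pair. In TA, cytosolic ribosomal proteins were enriched among the genes called higher (16 of 83, odds ratio 2.44, adjusted p = 0.0155) and lysosomal genes among those called lower (13 of 79, odds ratio 2.53, adjusted p = 0.0310). Without pair 1, 2 or 3 of TA neither was past 0.1, and without pair 1 no lysosomal gene was called lower. Only 2 of 82 oxidative phosphorylation genes were called higher in TA and 11 lower (adjusted p = 0.0887 and 0.120), the former not past 0.1 with any 1 pair of TA left out. When genes were called at an adjusted p under 0.05, the enrichments of mitochondrial ribosomal proteins, of lysosomal genes in both muscles and of cytosolic ribosomal proteins in *gastrocnemius* were not past 0.1 either.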

More precisely, we found 20 KEGG pathways significantly enriched within the differentially expressed genes from at least 1 muscle type (Figure 3). *Gastrocnemius* muscle had the largest overlap between pathways identified in both mouse and human analysis, with 8/14 (57%) KEGG pathways altered in a direction that was consistent with the correlation analysis using the human data (Figure 3). For these reasons, we decided to focus on *gastrocnemius* muscle in further analysis. Genes both differentially expressed in the *Eif6*^*+/−*^ *gastrocnemius* muscle and correlated to the expression of *Eif6* in the HERITAGE dataset were enriched with genes related to energy metabolism, including oxidative phosphorylation complexes (e.g., *Atp5l*, *Ndufs4*), mitochondrial function (e.g., *Sod2*, *Gfm2*), and glucose metabolism (e.g., *Pdhb*) (Figure 3). 

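In *gastrocnemius*, *Atp5l* (probe A_55_P2000909) had a log2 ratio of *Eif6*+/- over WT of 0.40 ± 0.16 (SD, n = 4 pairs, standard error 0.085, adjusted p = 0.0479 from limma) and *Ndufs4* (probe A_51_P388696) one of 0.36 ± 0.20 (standard error 0.093, adjusted p = 0.0656). The log2 ratio of *Sod2* (probe A_51_P172573) was 0.46 ± 0.14 (standard error 0.082, adjusted p = 0.0357) and that of *Pdhb* was 0.39 ± 0.20 (standard error 0.093, adjusted p = 0.0580). These 4 genes were higher in the *Eif6*+/- mouse of every pair. *Gfm2* was not differentially expressed (−0.16 ± 0.19, adjusted p = 0.296), and its probes pointed opposite ways, at −0.16 and 0.21. With Agilent's processed signals none of the 4 calls was past 0.1 (adjusted p of 0.171 for *Atp5l*, 0.194 for *Ndufs4*, 0.1003 for *Sod2* and 0.151 for *Pdhb*), and *Ndufs4* was not past it with the normexp offset at 0 either (0.106). Over the alternative normalizations, filters and arrays left out the adjusted p lay between 0.0448 and 0.171 for *Atp5l*, 0.0636 and 0.217 for *Ndufs4*, 0.0292 and 0.156 for *Sod2* and 0.0544 and 0.2003 for *Pdhb*. *Ndufs4* and *Pdhb* were also not past it without pair 2 (adjusted p = 0.135 and 0.117), and none of the genes was without pair 3 or pair 4. The methods' t-test after Benjamini-Hochberg adjustment, counted at an adjusted p under 0.05, called none of the 4. Of 28 genes that the paper names, listed before the data were examined, 14 passed 0.1 in *gastrocnemius* with adjustment over all probes and 21 when adjusted over the list alone. As the study chose most of that list on these arrays, the latter is not independent evidence. The correlation with the human data was not analysed here.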

Enriched functions unrelated to energy metabolism included extracellular matrix (ECM)-receptor interaction (e.g., *Thbs3*, *Tnxb*), focal adhesion (e.g., *Itgb1*), ubiquitin-mediated proteolysis (e.g., *Stub1*, *Tceb2*), ribosome, ErbB signaling (e.g., *Akt2*, *Mapk3*), and regulation of actin cytoskeleton (e.g., *Fgfr1*, *Wasf2*) (Figure 3). 

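Among the genes of the extracellular matrix and focal adhesion, *Tnxb* had a log2 ratio of −0.35 ± 0.14 (SD, n = 4 pairs, adjusted p = 0.0527 from limma) in *gastrocnemius* and *Itgb1* one of −0.31 ± 0.20 (adjusted p = 0.0927), both lower in the *Eif6*+/- mouse of every pair. *Tnxb* lay at −0.56 on pair 3 and between −0.31 and −0.27 on the others. *Thbs3* was lower on average but not beyond the spread between pairs (−0.50 ± 0.65, from −1.37 to 0.070, adjusted p = 0.195). The call of *Itgb1* was lost with loess alone (adjusted p = 0.116), the normexp offset at 0 (0.135), Agilent's processed signals (0.148) and the authors' deposited log2 ratios (0.113), and without pair 1, with a range of 0.0938 to 0.270 over the alternative normalizations, filters and arrays left out, and its other probe gave −0.04. In ubiquitin-mediated proteolysis, *Stub1* was lower in every pair (−0.43 ± 0.070, adjusted p = 0.0322), and *Tceb2*, now named *Elob*, had a log2 ratio of −0.23 ± 0.17 (adjusted p = 0.147; 0.0939 with loess alone). In ErbB signaling, *Mapk3* fell by 0.62 on the log2 scale (SD 0.15, adjusted p = 0.0287), with −0.59 from its other probe, while *Akt2* did not differ (0.09 ± 0.084, adjusted p = 0.475) and its 3 probes ranged from −0.32 to 0.15. Of the genes of the actin cytoskeleton, *Wasf2* was lower (−0.37 ± 0.084, adjusted p = 0.0414), although its 3 probes reached 0.08 at the highest, with a median of −0.05, and its adjusted p was 0.102 with Agilent's processed signals (range over the same alternatives 0.0306 to 0.157), and *Fgfr1* did not differ (−0.08 ± 0.22, adjusted p = 0.639; probes from −0.48 to 0.38). *Stub1*, *Mapk3* and *Wasf2* were also lower in TA (−0.35, −0.52 and −0.38), a pattern that a dye effect of the probe gives as well; without pair 1 of TA none of these 3 calls was past 0.1, nor were those of *Stub1* and *Wasf2* without pair 2 or with Agilent's processed signals. Without pair 3 or pair 4 of *gastrocnemius* none of these calls was past 0.1.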

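The brightest probe of *Sirt6* gave a log2 ratio of *Eif6*+/- over WT of −0.19 ± 0.11 (SD, n = 4 pairs, adjusted p = 0.168 from limma) in *gastrocnemius*, and its other probe one of 0.35, so the arrays do not settle the direction of *Sirt6*. *Hdac6* had a log2 ratio of 0.15 ± 0.17 (adjusted p = 0.313), with 0.19 from its other probe, in *gastrocnemius* and of 0.22 ± 0.090 (adjusted p = 0.0909) in TA. The latter was past 0.1 by little: without any 1 of the 4 pairs of TA, or under 3 of the other alternatives, it was not, and the adjusted p over the alternative normalizations, filters and arrays left out lay between 0.0558 and 0.273. Of 118 genes encoding histone modifying or chromatin remodeling enzymes, 20 were called higher and 2 lower in *gastrocnemius*, with 16.9% called higher against 9.78% of the other genes (Fisher's exact test, odds ratio 1.88, adjusted p = 0.0603). Of the 18 histone deacetylases and sirtuins, 5 were called higher and none lower (odds ratio 3.53, adjusted p = 0.0795). Without pair 1 the first enrichment had an adjusted p of 0.518, and without pair 2 they had 0.343 and 0.108. In TA, 16 of 117 chromatin modifiers (adjusted p = 0.182) and 5 of 18 histone deacetylases and sirtuins (odds ratio 3.91, adjusted p = 0.0603) were called higher; without any 1 pair of TA the latter was not past 0.1, and without pair 1 none of the 18 was called higher. None of the enrichments of histone deacetylases and sirtuins, nor that of chromatin modifiers in *gastrocnemius*, was past 0.1 when genes were called at an adjusted p under 0.05. The mean shift of chromatin modifiers over the other genes in *gastrocnemius* was 0.05 (limma's camera, adjusted p = 0.269). Limma's fry, which tests the family's own log2 ratios against 0, gave an adjusted p of 0.0665.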

Interestingly, a group of genes related to chromatin modification were enriched within genes regulated by *Eif6*, particularly histone deacetylases (e.g., *Sirt6*, *Hdac6*) (Table S3), suggesting activity at both the transcriptional and the post-transcriptional levels.

**Figure 3:**
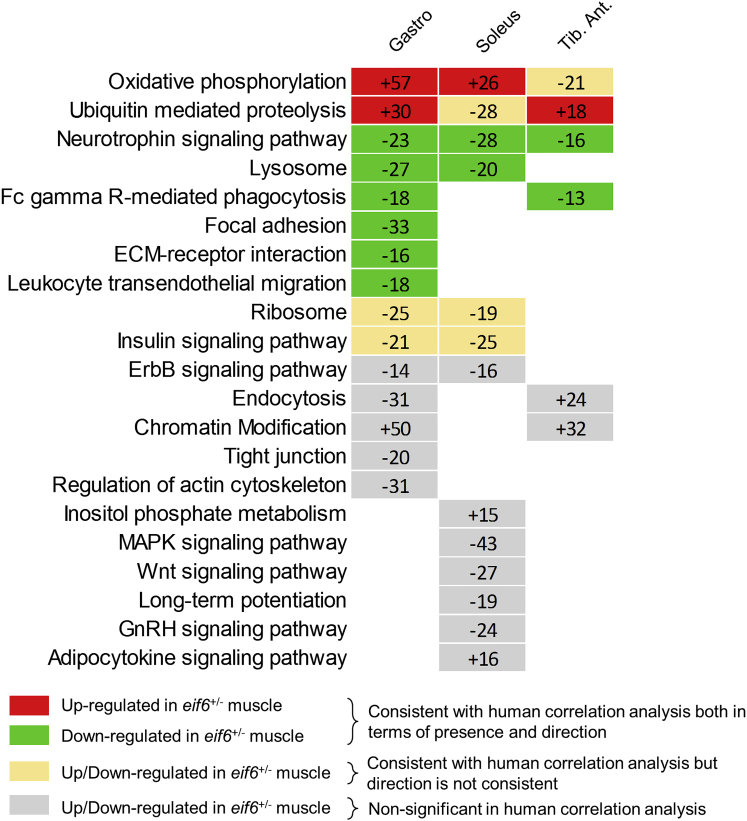
*Eif6* Haploinsufficiency in Mouse Skeletal Muscle Recapitulates the Predictions from the Human Model The figure shows the KEGG pathways enriched in genes up- or downregulated in the three *Eif6*^*+/−*^ skeletal muscle types compared to WT of the same muscle type (FDR < 10%). The number and the direction of change (positive, upregulated; negative, downregulated) of the enriched genes are indicated. Pathways colored red and green represent those matching the human *Eif6* correlation analysis (shown in Figure 3D and 3E) of consistency between direction of correlation and change in expression. Pathways highlighted in yellow represent those terms matching the human correlation analysis but without consistency between direction of correlation and change in expression.

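The mean log2 ratio of each of the 9 gene families was set against that of all other genes with limma's camera (preset inter-gene correlation 0.01, Benjamini-Hochberg adjustment over 18 tests). In *gastrocnemius*, oxidative phosphorylation genes lay 0.24 above the other genes (82 genes, adjusted p = 2.66e-10, SD between arrays 0.16) and mitochondrial ribosomal proteins 0.13 above (77 genes, adjusted p = 6.65e-05), each on 4 of 4 arrays. Genes of the extracellular matrix and its receptors were shifted by −0.23 (adjusted p = 3.96e-06) and lysosomal genes by −0.18 (adjusted p = 7.91e-05), also on 4 of 4 arrays. Cytosolic ribosomal proteins were shifted by −0.08 (adjusted p = 0.00533), but on 2 of 4 arrays only; without pair 1 the shift was −0.02 (adjusted p = 0.430), without pair 3 −0.05 and without pair 2 −0.13. Pair 3 contributed most to the others: without it the shift was 0.09 for mitochondrial ribosomal proteins, −0.13 for extracellular matrix genes and −0.10 for lysosomal genes, all still past 0.1. These directions did not change under any of the alternative normalizations, background corrections or filters. The lysosomal shift was largest on pairs 1 and 3, where marker genes of leukocytes were lowest too, so cell mixture is not excluded as its source. In TA, cytosolic ribosomal proteins were shifted by 0.08 (adjusted p = 0.00727, 4 of 4 arrays), a value that dropped to 0.0060 with loess alone and turned to −0.01 with Agilent's processed signals. Extracellular matrix genes were shifted by −0.03 in TA (adjusted p = 0.0578), on 3 of 4 arrays, and by 0.07 and 0.01 without pair 2 and pair 4. No other family was past 0.1 in TA, but oxidative phosphorylation was with loess alone (−0.07), with Agilent's processed signals (−0.13) and without pair 1 or pair 2 (−0.07 and −0.06). So were mitochondrial ribosomal proteins under the same alternatives and with the authors' deposited log2 ratios, and chromatin modifiers (0.04) under 5 alternative normalizations or filters and without pair 1. None of the calls held when the correlation between genes was estimated from the data (adjusted p of 0.766 or above). Limma's fry asks another question, as it tests a family's own log2 ratios against 0 and not against the other genes. Of the families called by camera, only cytosolic ribosomal proteins in TA were past 0.1 by fry (adjusted p = 0.0953), with oxidative phosphorylation in *gastrocnemius* at 0.104.

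**Figure D2:**
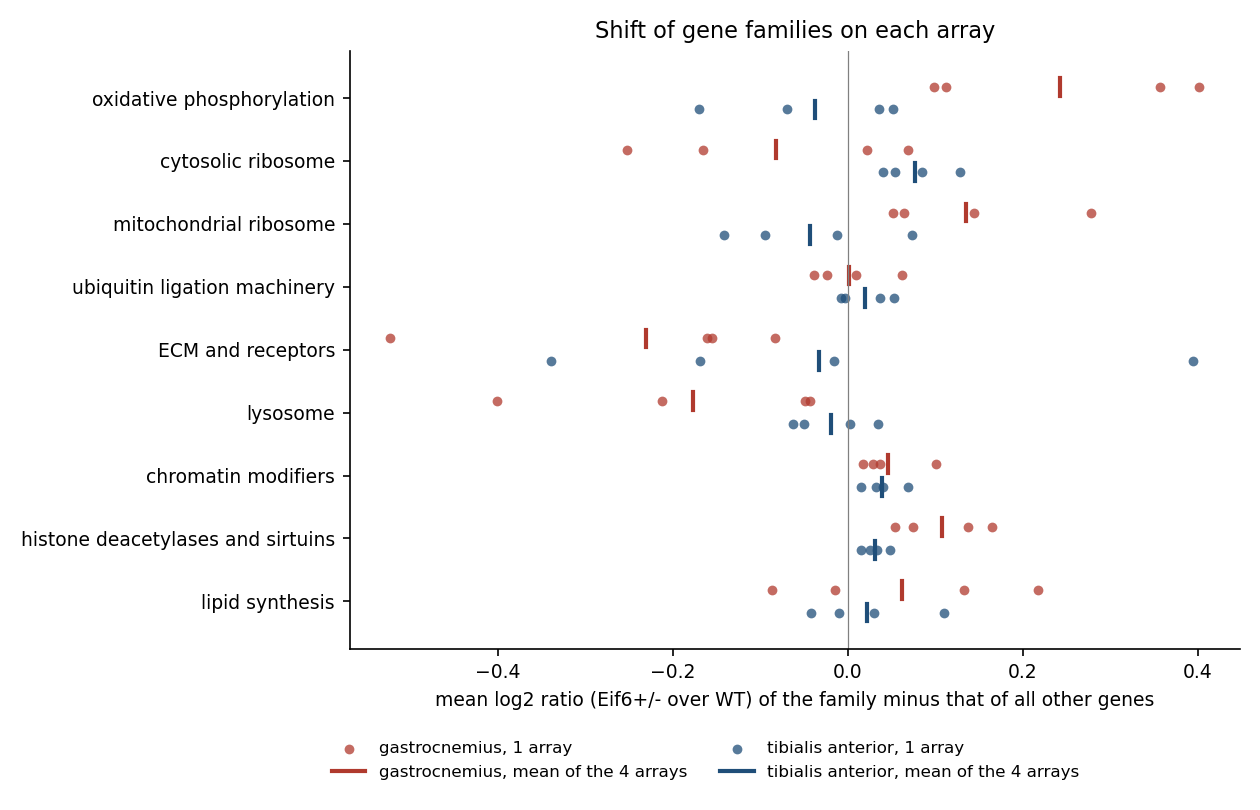
Mean log2 ratio (*Eif6*+/- over WT) of 9 gene families relative to all other genes, in *gastrocnemius* and TA. Each point is 1 array with 1 pair of mice and each bar the mean of 4 arrays; oxidative phosphorylation genes lie between 0.10 and 0.40 on the 4 *gastrocnemius* arrays and between −0.17 and 0.05 on the 4 TA arrays.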

These results further support the hypothesis that *Eif6* is an important regulator of the transcriptional response to endurance exercise and identify a set of core functions whose transcription is affected by *Eif6* haploinsufficiency.

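Of the 12200 genes tested in both muscles, 776 were called in both *gastrocnemius* and TA, where 313 would be if the calls were independent, and 775 of them had the same direction. The exception was *Msrb2* (0.43 in *gastrocnemius* and −0.29 in TA), named after its values were seen. Across these genes the mean log2 ratios of the muscles correlated with r = 0.535 (Spearman's rho = 0.571; genes are not independent replicates). Without pair 2 of *gastrocnemius* r was 0.361, the lowest with any 1 array left out, and without pair 1 it was 0.638, the highest. As the dyes were not swapped, what the muscles share includes any dye effect of the probes, which cancels in the difference between the muscles. In a direct test of that difference with limma, 0 of 12200 genes were past 0.1 after Benjamini-Hochberg adjustment (smallest adjusted p = 0.270), and 995 had an unadjusted p under 0.05. By family, the shift in *gastrocnemius* exceeded that in TA by 0.28 for oxidative phosphorylation (camera, adjusted p = 5.25e-23) and by 0.18 for mitochondrial ribosomal proteins (adjusted p = 1.1e-12). It lay below that in TA by 0.16 for cytosolic ribosomal proteins (difference −0.16, adjusted p = 1.33e-13), and the difference was −0.22 for extracellular matrix genes (adjusted p = 0.000628) and −0.16 for lysosomal genes (adjusted p = 2.13e-05). That of the extracellular matrix genes was −0.08 (adjusted p = 0.166) without pair 3 of TA and −0.12 without pair 3 of *gastrocnemius*. Over the alternative normalizations, background corrections and filters, the difference of cytosolic ribosomal proteins lay between −0.163 and −0.0872. With an array left out it lay between −0.210 and −0.103, and that of lysosomal genes between −0.211 and −0.0866, all past 0.1. None of the 5 was past 0.1 under fry (oxidative phosphorylation, adjusted p = 0.107) or with an estimated correlation (0.320). In an exact permutation test, two-sided, of the arrays' shifts, oxidative phosphorylation separated the muscles on all 8 arrays (p = 0.0286, the smallest that 4 arrays against 4 allow; 0.129 after adjustment over 9 families). Histone deacetylases and sirtuins had the same exact p, although camera did not call that difference (0.08, adjusted p = 0.220). The test treats the 8 arrays as unrelated. The paper states that its results identify core functions whose transcription is affected by *Eif6* haploinsufficiency.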

### *Eif6* Inactivation Induces Complex Alterations in the Mitochondria Proteome

To assess the functional consequences of *Eif6* haploinsufficiency, we used nanoflow liquid chromatography coupled to tandem mass spectrometry to characterize the mitochondrial proteome from *gastrocnemius* muscle of WT and *Eif6*^*+/−*^ mice (Figure 4A). This revealed 120 differentially expressed proteins (< 10% FDR) (Figure 4B; Table S7) including factors involved in oxidative phosphorylation and in diverse mitochondrial processes (Figures 4C and 4D). Components of the oxidative phosphorylation pathway, mitochondrial ribosome, and mitochondrial inner membrane (such as calcium channels) were both up- and downregulated (Figure 4D). Notable upregulated proteins included small-molecule transporters such as the calcium uniporter MCU, the phosphate carrier SCMC1, the cytoprotective enzyme catalase (CAT), and the translocation factors PAM16 and PAM9. Conversely, downregulated proteins included translocation factors TIM9, TIMM10B, and mitochondrial-processing peptidase subunit alpha; mitochondrial translation factors TACO1, GUF1, RRF2mt, and Glu-AdT subunit A; the oxidoreductase GLRX2; and mitochondrial protein complex assembly chaperones COX20, COX11, and NDUFA11.

**Figure 4:**
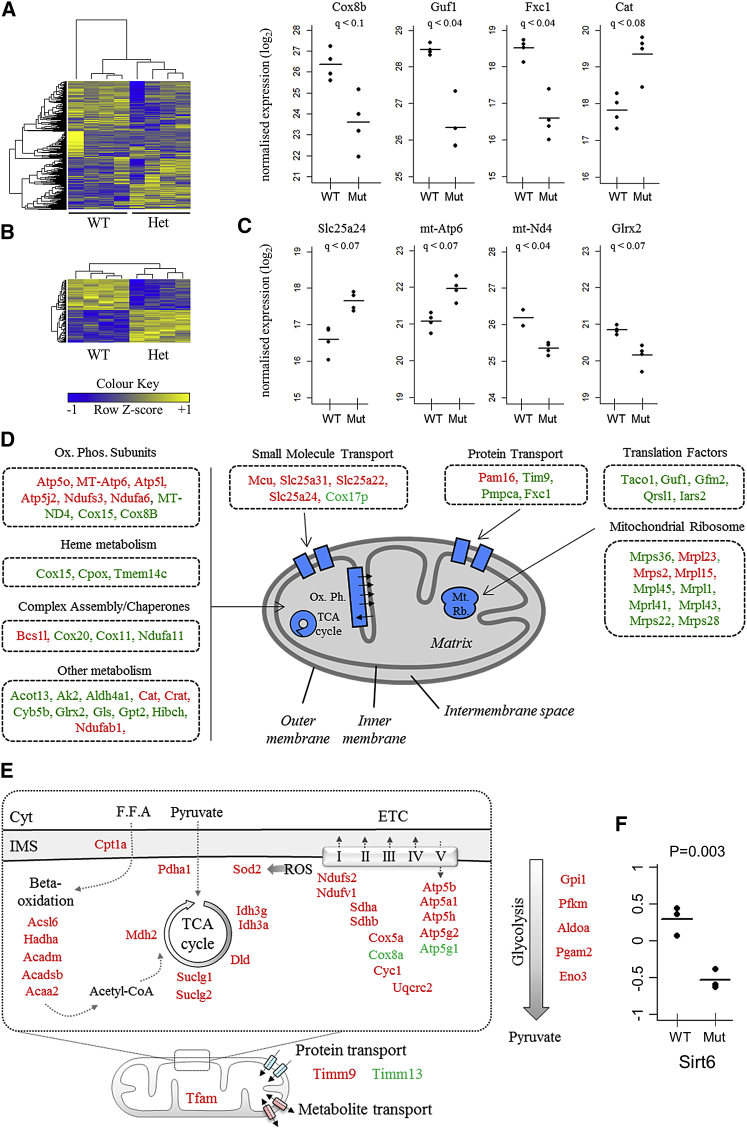
Functional Genomics Profiling of *Eif6*^*+/−*^ Muscle Reveals Substantial Mitochondrial Reprogramming (A and B) Representation of the proteomics data using a heatmap. Row data are standardized for visualization purposes. Shown are all proteins for which a measurement was obtained for all 8 samples (918 proteins) (A). Shown are the differentially expressed proteins with a FDR < 10% (120 proteins) (B). (C) Vertical dot plots representing a selection of the differentially expressed mitochondrial factors revealed by the proteomics analysis (FDR < 10%). (D) Diagrammatic representation of proteomics data showing differentially expressed mitochondrial proteins (green, downregulated; red, upregulated; FDR < 10%). (E) Diagrammatic representation of polysomal mRNA analysis of *Eif6*^*+/−*^ and WT skeletal muscle showing altered mRNA loading of mitochondria-related genes; green, downregulated; red, upregulated; absolute log_2_-fold change > 2, p < 0.05. (F) Ratio of polysomal versus total *Sirt6* mRNA in WT and *Eif6*^*+/−*^ muscle, p = 0.003.

In summary, we show that *Eif6* knockdown results in profound changes in mitochondrial protein composition, likely affecting the control of energy metabolism *in vivo*.

### *Eif6* Regulates the Translation of a Specific Set of Transcripts Encoding for Energy Metabolism-Related Proteins

Having observed changes at both mRNA and protein levels and given the known role of eIF6 in translation initiation, we tested whether *Eif6* haploinsufficiency leads to preferential translation of a subset of mRNAs in mouse *gastrocnemius* muscle using polysomal microarray analysis (Figures 4E and S3). We found that 346 unique mRNAs were significantly enriched in ribosomes from *Eif6*^*+/−*^ or WT mice (p *<* 0.05 and >2-fold) (Table S8). These were dominated by genes related to metabolism and mitochondrial function such as oxidative phosphorylation, acetyl-coenzyme A (CoA) metabolism, TCA cycle, glycolysis, fatty acid metabolism, and pyruvate metabolism (Figure 4E). Further analysis revealed that a key epigenetic regulatory factor linked to metabolic homeostasis, *Sirt6* (Zhong et al., 2010), that was also correlated to and regulated by *Eif6* in human and mouse muscle, respectively, was differentially translated (Figure 4F).

Highly translated mRNAs may be among the most abundant proteins in the cell. Consequently, we may expect that, despite the influence of mitochondrial protein transport and degradation, differences in the mitochondrial proteome may at least partially match the results of the polysome profiling analysis. We therefore tested whether differentially expressed proteins in the mitochondria were also differentially translated. We discovered that 41 proteins (∼30% of the total number of differentially expressed proteins in the mitochondria) were enriched in the polysomal fraction of highly translated mRNAs (Table S4). This percentage is significantly higher than expected by random chance (FDR < 10^−3^).

These results reveal that alterations in abundance of transcripts observed in *Eif6*^*+/−*^ muscle are accompanied by complex changes at the mRNA loading and protein level and suggest that these could be accompanied by changes in epigenetic status.

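The mitochondrial proteins of Table S7 were set against their transcripts on the *gastrocnemius* arrays. The proteins were measured in isolated mitochondria and the transcripts in whole muscle. The table lists 120 proteins as differentially abundant, 62 higher and 58 lower in *Eif6*+/- muscle by the sign it gives. Of 16 proteins to which the paper's text gives a direction, 14 were found by name in the table, all 14 with that direction, and TIM9 and PAM9 were not. For 110 of them a transcript was measured. Of the 55 proteins listed as higher, 25 had a transcript with a log2 ratio above 0, and of the 55 listed as lower, 43 had one. Protein and transcript thus had the same sign for 37 of 110 genes (33.6%; Fisher's exact test, two-sided, p = 0.000753). Across these genes, Spearman's rho between protein and transcript change was −0.41; genes are not independent replicates. Of the 28 transcripts that were themselves called, 10 had the sign of the protein. The median log2 ratio of the transcript was −0.06 for proteins listed as higher and 0.16 for those listed as lower. Without pair 2 the former turned to 0.035, with 32 of the 55 transcripts above 0. Without any other pair it stayed below 0. With each pair left out in turn, between 32.7% and 39.1% of genes had the same sign (Fisher's exact test, p at most 0.0225). A constant dye effect cancels in the difference between the muscles (*gastrocnemius* minus TA), a test chosen after the results were seen. There 39.4% of 109 genes had the same sign (Fisher's exact test, p = 0.0268). Without pair 2 of *gastrocnemius* or pair 3 or 4 of TA, p was 0.148, 0.0738 and 0.212, so a dye effect stays open.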

### Acetylation Status of Metabolic Enzymes Is Altered in *Eif6*^*+/−*^ Muscle

Several genes involved in the control of protein acetylation were differentially regulated at the mRNA level (including *Sirt1*, *Sirt6*, *Hdac1*, *Hdac6*, *Hdac7*, and *Hdac9*) and differentially translated (including *Sirt4*, *Sirt6*) (Table S3). 

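*Hdac7* was higher in the *Eif6*+/- *gastrocnemius* (log2 ratio 0.37 ± 0.084, SD, n = 4 pairs, standard error 0.072, adjusted p = 0.0410 from limma), and so was *Hdac9* (0.45 ± 0.28, standard error 0.11, adjusted p = 0.0650), each in every pair. *Hdac1* (0.22 ± 0.17, adjusted p = 0.174) and *Sirt1* (0.30 ± 0.24, adjusted p = 0.120) were higher in every pair but not past 0.1. The 3 probes of *Hdac1* ranged from −0.20 to 0.22. *Sirt1* was past 0.1 without pair 1 (adjusted p = 0.0712; range over the alternative normalizations, filters and arrays left out 0.0712 to 0.350). *Sirt2*, also in Table S3, was lower in every pair (−0.38 ± 0.33, adjusted p = 0.113), past 0.1 without pair 1 (0.0671; range 0.0671 to 0.304). Total mRNA of *Sirt4* (0.34 ± 0.084, adjusted p = 0.0467; −0.10 from its other probe) and of *Sirt5* (0.38 ± 0.27, adjusted p = 0.0853) was higher on average. The call of *Hdac7* was lost only without pair 3 or pair 4, those of *Hdac9* and *Sirt5* under other alternatives as well, with adjusted p up to 0.221 and 0.274. In TA, *Hdac7* (0.30), *Hdac9* (0.34), *Hdac1* (0.38) and *Sirt2* (−0.40) were called with the same signs, where a dye effect of the probe is not excluded and none was past 0.1 with Agilent's processed signals or without pair 1; the median over the probes of *Hdac1* in TA was −0.10. The polysomal fractions were not analysed here.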

Since changes in protein acetylation is a well-known mechanism to regulate enzymatic activity (Zhao et al., 2010), it is possible that changes in protein acetylation may be one of the mechanisms by which *Eif6* controls muscle physiology. Because of the diversity of genes involved in the control of protein acetylation, we couldn’t make any specific hypothesis on the proteins that may be affected or the direction of change.

We therefore tested this hypothesis by using an open-ended approach based on mass spectrometry of muscle tissue protein extracts immunoprecipitated using an anti-lysine antibody. The mass spectrometry analysis on whole-*gastrocnemius*-muscle lysates revealed 19 differentially acetylated proteins (p < 0.05) (Table S5) including a coordinate hyper-acetylation of oxidative phosphorylation components, including four complex I and two complex III subunits, and reduced acetylation of two subunits of glycolytic enzymes ENO3 and TPI1 and the mitochondrial metabolite transporter VDAC3 (Figure 5A). Since acetylation can change activity without changing protein levels, we performed a western blot analysis of two of the differentially acetylated proteins (ENO3 and NDUSF4) and showed that no changes in protein levels were detected (Figures 5B, 5C, and S4).

**Figure 5:**
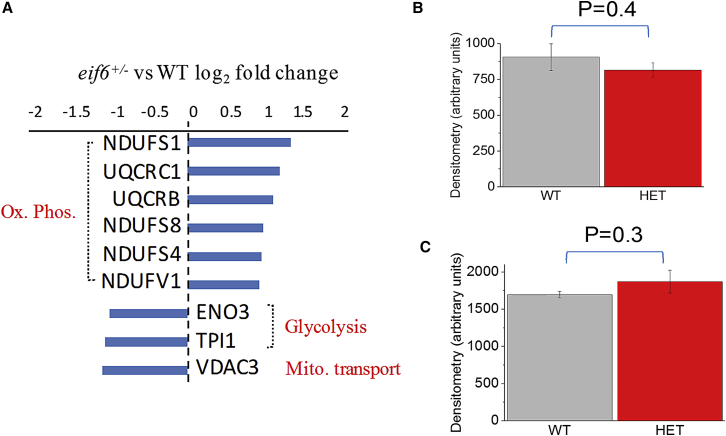
*Eif6* Haploinsufficiency Induces Alterations in Protein Acetylation (A) Differential protein acetylation in whole-skeletal-muscle lysates determined by MS (p < 0.05, absolute log_2_-fold change > 1). (B and C) Protein expression of NDUFS4 (B) and ENO3 (C) determined by western blotting in wild-type (WT) and *Eif6*^*+/−*^ (HET) skeletal muscle. Data are represented as mean ± SEM.

### Skeletal Muscle of *Eif6*^*+/−*^ Mice Is Less Efficient in Utilizing Oxygen for Respiration and Develops High Levels of Reactive Oxygen Species

Our functional genomics analyses suggested a significant alteration in mitochondrial energy metabolism. The nature of the downstream effects was investigated further by measuring oxygen utilization by live isolated muscle fibers from WT and *Eif6*^*+/−*^ mice, following the addition of ADP as a substrate (Figure 6A). There was a significant decrease in respiratory control ratio (RCR) of *Eif6*^*+/−*^ fibers compared with control, indicating impaired mitochondrial respiration efficiency in complexes III and IV of the electron transport chain (Figure 6B, p = 0.02), together with a trend toward an increase in the ADP:oxygen (P:O) ratio (Figure 6C, p = 0.07). These observations are consistent with a comparative reduction in oxygen utilization by the electron transport chain in mitochondria from *Eif6*^*+/−*^ muscle, while a reduced efficiency of respiration suggests an increase in reactive oxygen species (ROS) generation. Electrically stimulated contraction of cultured WT fibers increased superoxide ROS generation as expected (p < 0.01), whereas contracting *Eif6*^*+/−*^ fibers showed no detectable increase in superoxide generation (Figure 6D). However, this was accompanied by a significant increase in baseline generation of superoxide ROS in *Eif6*^*+/−*^ fibers compared to WT, such that unstimulated *Eif6*^*+/−*^ fibers were more similar to stimulated WT fibers (p *<* 0.01) (Figure 6D).

**Figure 6:**
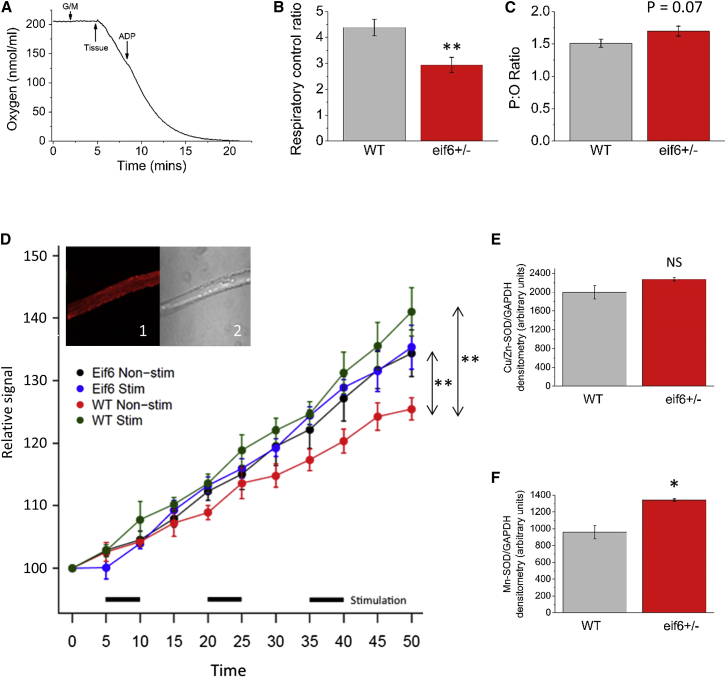
Respiration and ROS Generation in *Eif6* Heterozygote Muscle (A) Typical oxygen utilization dynamics of muscle tissue before and after addition of ADP to the medium. (B) Respiratory control ratio (ratio of respiration state 3 to state 4) is significantly lower in *Eif6*^*+/−*^ (n = 8) muscle compared with WT muscle (n = 8). (C) P:O ratio is not significantly altered in *Eif6* heterozygous muscle. (D) Mitosox (405-nm) signal (superoxide abundance) over time in response to electrically stimulated contraction in WT and *Eif6*^*+/−*^ FDB muscle fibers. Black bars indicate periods of stimulation. Repeated-measures p value: WT versus WT stimulated, p = 0.0016, *Eif6*^*+/−*^ versus *Eif6*^*+/−*^ stimulated, p = 0.38, WT versus *Eif6*^*+/−*^ non-stimulated, p < 0.01. (E and F) SOD1 (E) and SOD2 (F) protein expression measured by western blot in *Eif6*^*+/−*^ muscle. Data are represented as mean ± SEM. ^∗^p < 0.05, ^∗∗^p < 0.01.

Investigating the causes of mitochondrial impairment in haploinsufficient mice, we found that while *Eif6*^*+/−*^ fibers have no change in copper-zinc superoxide dismutase (CuZn-SOD, SOD1) (Figure 6E), they have significantly higher level of manganese-superoxide dismutase (Mn-SOD, SOD2) compared to WT fibers (p < 0.04) (Figures 6F and S5). SOD2 catalyzes the conversion of superoxide generated by “proton leaks” from the electron transport chain into hydrogen peroxide and is essential for cellular health, as it reduces the oxidative damage resulting from ROS production. Hence, the observation of elevated levels of SOD2 in the mitochondria is consistent with the lack of detection of increased levels of superoxide and ROS observed following electrically stimulated contractions in *Eif6*^*+/−*^ muscle fibers.

### Haploinsufficient *Eif6*^*+/−*^ Mice Perform Less Efficiently than WT Mice in Exercise Tests

The molecular and imaging analysis of muscle fibers isolated from haploinsufficient *Eif6*^*+/−*^ mice shows that these are less efficient in utilizing oxygen for respiration and are accumulating ROS at a higher rate than WT mice. These observations, together with the prediction of our computational analysis of the HERITAGE gene expression profiling data suggest a causal link between *Eif6* and exercise performance. To test this hypothesis, we performed an exhaustion treadmill test. This demonstrated that indeed *Eif6*^*+/−*^ mice experience a reduction in exercise performance measured as running time (Figure 7A), maximum speed (Figure 7B) and distance (Figure 7C). Meanwhile, there was no difference in basal maximal oxygen uptake (VO_2_ max), respiratory exchange ratio (RER), or calorie intake monitored by indirect calorimetry in an independent cohort of mice. (Table S6).

**Figure 7:**
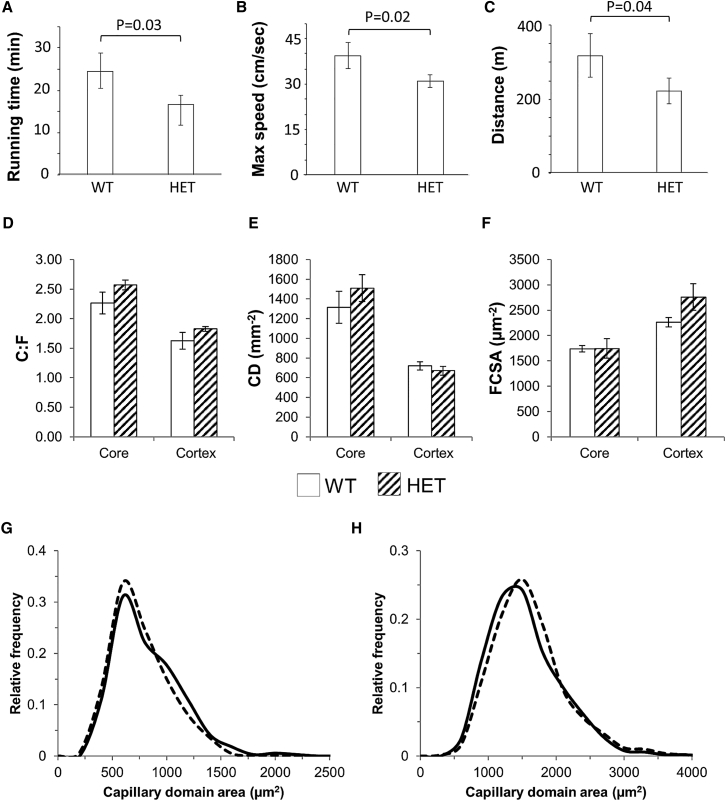
Exercise Capacity of *Eif6* Heterozygote Mice (A) Running time in minutes to exhaustion of WT and *Eif6*^*+/−*^ mice. (B) Maximum speed obtained (cm/s) by WT and *Eif6*^*+/−*^ mice. (C) Total distance traveled by WT and *Eif6*^*+/−*^ mice. (D–F) Capillary-to-fiber ratio (D), capillary density (E), and fiber-cross sectional area (FCSA) (F) in the oxidative core and glycolytic cortex of WT and *Eif6*^*+/−*^ skeletal muscle. Data are represented as mean ± SEM. (G and H) The spatial distribution of capillaries as an index of diffusive limitation for gaseous exchange is shown by the distribution of capillary supply area (domains) in the oxidative core (G) and cortex (H) for WT and *Eif6*^*+/−*^ skeletal muscle.

Since it is still possible that muscle fiber efficiency may be influenced by changes in capillary density, we measured capillary-to-fiber ratio, capillary density, fiber cross-sectional area and distribution of capillary domain per area in WT and *Eif6*^*+/−*^ mice post-training. We discovered that none of these parameters are significantly different between WT and heterozygous mice (Figures 7D–7H). This demonstrates that the reduce efficiency of training is not the result of a difference in muscle blood supply but indeed a difference in fiber efficiency supporting the hypothesis of a causal link between *Eif6* and exercise performance.

## Discussion

Here, we show that endurance training involves a profound rewiring of gene regulatory networks, a phenomenon that is at least in part dependent on *Eif6*, an mTor-independent translation factor.

### Data-Driven Learning of Biological Networks Shows that a Wide Range of Known Homeostasis Pathways Are Rewired following Exercise Training

The network we developed represents a comprehensive view of signaling pathways, regulatory mechanisms, and their connection to effector functions known to be important in muscle plasticity. The signaling component of the model includes pathways that recapitulate known signaling events following the activation of the neuromuscular junction. These include calcium sensors (e.g., CALM3, CAMK2D), calcium-activated potassium channels (e.g., KCNN1, KCNN4), and other voltage-gated ion channels (e.g., KCNA1, KCNH2). The model also captures the connection between the calcium-activated kinase CAMK2D with the transcription factor MEF2A (Zhang et al., 2007), which is known to activate a program of gene expression in skeletal muscle controlling several metabolic and tissue remodeling pathways (Wu et al., 2000), including the structural components of the muscle fiber represented in the MEF2A-connected M7.

The ERBB signaling pathway, including neuregulin (NRG1), is also enriched in the signaling component of the model. The pathway is known to regulate differentiation and metabolic adaptation in response to contractile activity in skeletal muscle (Lebrasseur et al., 2003, Gumà et al., 2010). NRG1 has been shown to induce an oxidative phenotype and improve insulin sensitivity in muscle cells in a similar manner to endurance training (Cantó et al., 2007). Our network reveals a linkage between this pathway and modules representing mRNA processing, muscle fiber constituents and tissue-remodeling factors, supporting the hypothesis that ERBB signaling may control expression of effector function genes in the response to endurance exercise in humans.

The regulatory component of the model includes epigenetic and post-translational modulators (e.g., HDAC3 in M3). Protein deacetylases have been identified as key regulators of skeletal muscle metabolism, controlling mitochondrial function, fatty acid oxidation and ROS production (Gerhart-Hines et al., 2007, Jing et al., 2011, Sun et al., 2011).

We have shown that putative relationships between pathways can be revealed using a data-driven approach to infer and compartmentalize molecular networks in skeletal muscle. While our strategy is effective, it does not allow the inference of true directionality between individual molecules and pathways. Techniques such as dynamic Bayesian networks can overcome this challenge. However, owing to the complexity of large-scale probabilistic models, the sample sizes and computational resources required are currently prohibitive for networks containing large numbers of genes. The number of transcriptomics samples in the HERITAGE study is sufficient to support correlative approaches that produce indirect networks, but not methods that infer directionality.

### *Eif6*, Metabolic Remodeling, and Exercise Performance

The network analysis revealed *Eif6* as the most connected translation factor linked to energy metabolism. Further experimental validation supported the hypothesis that this linkage may be a causal one. Previous studies exploring the relationship between translation and energy metabolism have predominantly focused on the activity of the master regulator and nutrient sensor mTOR. Indeed, one of the most critical factors responsible for metabolic adaptation, PGC1α, has been shown to be downstream of mTOR (Cunningham et al., 2007). Importantly, since *Eif6* can act independently of mTOR (Ceci et al., 2003, Brina et al., 2015) and considering our results, we conclude that this may represent an alternative mTOR-independent pathway for metabolic adaptation.

We have shown that in liver and fat tissue *Eif6* controls lipid synthesis and glycolysis by stimulating translation of an upstream open reading frame (uORF) and G/C-rich-containing mRNAs (Brina et al., 2015). Here, we have confirmed the striking capability of *Eif6* to regulate metabolism in muscle. Similarities and differences with previous studies in liver, fat (Brina et al., 2015), and bone marrow (Ricciardi et al., 2015) have emerged. Briefly, *Eif6* depletion in muscle now confirms that in all insulin-responsive organs, the partial loss of *Eif6* is associated with a signature involved in modulated insulin sensitivity (Brina et al., 2015). In addition, *Eif6* levels seem to affect the general acetylation profile of metabolic proteins. However, two tissue-specific differences emerge: in muscle, and contrary to other tissue, lipid synthesis is not a primary target of *Eif6* regulation in muscle cells.

The alterations in metabolism, including decreased oxygen utilization efficiency and increased ROS production, may be responsible for the observed reduced performance in a treadmill exercise test in the *Eif6*^*+/−*^ mice. However, treadmill performance is not dictated solely by muscle performance. The effects of *Eif6* reduction in other tissues responsible for respiration and cardiovascular function, such as cardiac and lung, remain to be elucidated. The fact that mutant mice do not display any change in the fiber-type composition and blood supply strongly support the hypothesis that *Eif6* is causally linked to muscle fiber efficiency, both in energy production and in performance training.

### Relevance of *Eif6* in Pathogenesis

In conclusion, *Eif6* could have an important role to play in endurance training. *Eif6* is already considered a rate limiting step in transformation and has been shown to regulate entry to the cell cycle (Gandin et al., 2008). This raises the possibility that *Eif6* may play an important role in other contexts.

Interestingly, our network analysis revealed a correlation between *Eif6* expression and a marker of systemic inflammation, CRP. Alterations in the level of ROS, which we observe in *Eif6*^*+/−*^ muscle fibers, can upregulate expression of inflammatory genes including CRP (Wei et al., 2008). This raises the possibility that *Eif6* is important in chronic inflammatory diseases. We found evidence from several mouse and human studies that *Eif6* mRNA levels were significantly altered in diverse pathological and physiological conditions. This included diseases such as Alzheimer’s disease, which exhibited a significant decrease in *Eif6* expression in neuronal cells (Figure S6A). Alzheimer’s disease is known to involve extensive metabolic changes and ROS induced damage (Dumont and Beal, 2011). In mice, *Eif6* expression was significantly upregulated in response to a combination of a high-fat diet and metformin, a drug commonly used to treat diabetes (Setter et al., 2003) (Figure S6B). Skeletal muscle denervation and innervation, which strongly affect mitochondrial function (O’Leary et al., 2012), including ROS production (Muller et al., 2007), also profoundly altered the expression of *Eif6* in mice (Figure S6C), strongly supporting an important role of *Eif6* in muscle plasticity. Together, these support an interesting possibility that *Eif6* may be involved in a wide spectrum of diseases.

## Experimental Procedures

### HERITAGE Dataset Gene Expression Analysis

The experimental design and exercise training protocol of the HERITAGE Family Study have been described previously (Bouchard et al., 1995). Participants were sedentary at baseline and normotensive. Each participant exercised three times per week for 20 weeks on cycle ergometers controlled by direct heart rate (HR) monitoring. Briefly, participants exercised at the HR associated with 55% of baseline VO_2_ max for 30 min per session for the first 2 weeks. The duration and intensity were gradually increased every 2 weeks, until reaching 50 min and 75% of the HR associated with baseline VO_2_ max. This level was maintained for the final 6 weeks of training.

Muscle biopsies of *vastus lateralis* were obtained at baseline and post-training using the percutaneous needle biopsy technique. Total RNA was isolated from frozen muscle biopsies preserved in Tissue-Tek using Trizol, and mRNA was amplified with Ambion MessageAmp Premier following the manufacturer’s instructions as previously described (Phillips et al., 2013). Affymetrix HG-U133+2 arrays were used to measure global gene expression levels in baseline and in post-training samples. After removing participants for whom either pre- or post-training arrays failed quality control procedures or were not generated, 41 participants remained. The biopsies were performed between 1994 and 1997. The Affymetrix microarrays we performed in 2012 and all samples were profiled at the same time. No sign of bias or batch effects were detected using cluster analysis, principal component analysis, and other data exploration approaches. Genes differentially expressed in response to training were identified using a paired-design two-class significance analysis of microarrays (SAM) (Tusher et al., 2001) with a FDR threshold of 5%.

### Differential Co-expression Networks

To identify genes that showed alterations in correlation patterns (differential co-expression) between trained and untrained subjects, we applied a slightly modified pipeline based on the DiffCoEx procedure (Tesson et al., 2010). DiffCoEx is designed to identify correlation pattern changes using the weighted gene co-expression network analysis (WGCNA) (Langfelder and Horvath, 2008) framework. Briefly, two datasets were defined (pre and post-training), followed by gene cluster identification based on the topological overlap or similarity of differential co-expression between the datasets (Langfelder et al., 2008). We then applied a filter to each gene cluster to remove non-significant changes in gene-gene correlation. A resampling procedure was used to generate two datasets of randomly permuted data. This was then used to calculate a null distribution of co-expression changes, which, in turn, was used to calculate a p value for each gene-gene interaction. Differential co-expression changes with an FDR > 1% were then removed. The standard DiffCoEx resampling procedure was then performed using the filtered clusters. This involved constructing 1,000 sets of random clusters of the same distribution of sizes to build a null distribution of module-module dispersion statistics (a measure of the module-module differential co-expression). Module-module connections with an FDR < 10% were selected as edges within the network. All modules were significant for within-module changes in co-expression.

### Data Integration

The HERITAGE gene expression data were used to infer a network-integrating eIF gene expression profiles, KEGG pathways, and physiological measurements (Table S1). Genes differentially correlated to eIF genes between trained and untrained individuals were linked to KEGG pathways using a gene set enrichment analysis (GSEA) approach (Subramanian et al., 2005). Over-represented KEGG pathways (FDR < 10%) were visualized in the network as an edge between the eIF gene and the KEGG pathway.

EIF genes were linked to physiological measurements using linear regression. A simple model of the effect of training on the physiological variable as a function of pre-training gene expression levels was used to generate p values for each relationship. Significant relationships (FDR < 10%) were visualized in the same manner as KEGG pathways.

### Gene Ontology Analysis

The R library clusterProfiler (Yu et al., 2012) was used to test for functional enrichment of gene ontology and KEGG pathway terms within gene lists. A term was considered significantly enriched at a FDR less than 10%.

### Animal Studies

All animal work was conducted according to relevant national and international guidelines and approved by the University of Birmingham, UK, Medical School and University of Liverpool, UK, Medical Services Unit ethics committee and by the responsible authority of the Regierung von Oberbayern, Germany. Young (8- to 16-week old) male *Eif6*^*+/−*^ or *Eif6*^*+/+*^ C57BL6 littermates were sacrificed by cervical dislocation, and skeletal muscle was immediately removed, cleaned of any excess fat or connective tissue, and either flash frozen in liquid nitrogen or placed in the relevant medium for immediate use. Tissue placed in storage was held at −80°C until further use.

### Statistical Analysis

We used unpaired Student’s t tests for two comparison groups unless stated otherwise, where N represents the number of replicates in each group. Where multiple tests were carried out, p values were corrected using the FDR of Benjamini and Hochberg (1995).

### Indirect Calorimetry

To evaluate energy metabolism under baseline conditions, a 21-hr indirect calorimetry trial was conducted in single caged mice at the age of 12 weeks having free access to food and water (32-cage PhenoMaster with activity and drinking/feeding monitoring, TSE Systems, Bad Homburg, Germany). Data were collected in 20-min intervals, resulting in a total of 63 time points per 21 hr. The following variables were assessed: oxygen consumption (VO_2_), carbon dioxide production (VCO_2_), the respiratory exchange ratio (VCO_2_/VO_2_), food consumption, locomotor activity (distance traveled in cm / 20 min) and rearing behavior (counts/20 min), body weight, and rectal body temperature. All VO_2_ data were used to calculate mean oxygen consumption, and lowest and highest single readings were identified as minimum and maximum VO_2_ under baseline conditions. Oxygen consumption data were analyzed using linear regression modeling, including body mass as a co-variate to normalize for body mass differences.

### Treadmill Test

Two groups of mice (WT, n = 9; Eif6 het, n = 8; age- and sex-matched) were subjected to an exhaustion treadmill test. Each mouse was placed on the belt of a 6-lane motorized treadmill supplied with shocker plates. The treadmill was run at an inclination of +5°. The speed was initially 15 cm/s and then increased by 2 cm/s every 2 min using a sight electric stimulation of 0.3 mA. The test was stopped when the mouse remained on the shocker plate for more than 5 s without attempting to re-engage the treadmill, and the time to exhaustion was determined.

### Immunochemistry

Cross-sections (10–12 μm) were cut from the mid-belly of the quadriceps, *gastrocnemius*, and *soleus* muscles on a Bright OTF5000 cryostat (Bright Instrument, England) at −22°C, air-dried, and stored at −80°C prior to further processing. Following thawing at room temperature and to distinguish type 1, 2A, and 2B/X muscle fibers, cross-sections were stained for ATPase after pre-incubation at pH 7.0 as previously described (Tunell and Hart, 1977). From a region of the cross-section containing more than 1 fiber type, an average of 270 and 210 fibers were counted for each WT and *Eif6*^*+/−*^, respectively. Data are expressed as mean ± SD for n = 4 WT and n = 4 *Eif6*^*+/−*^ animals.

Capillaries were labeled with fluorescently tagged lectin I (GSL I, Vector Labs). Digitized images of stained sections were used to determine the x and y coordinates for muscle fiber boundaries and the associated capillary coordinates; in-house software was used to calculate the capillary-to-fiber ratio (C:F), capillary density (CD, mm^2^), and mean fiber cross-sectional area (FCSA, μm^2^). The area of tissue supplied by individual capillaries (the domain of influence) was calculated as a tessellation of non-overlapping polygons, representing the area of tissue closer to one capillary than any other. Under conditions of maximal flow, assuming supply capacity to be similar for all capillaries, the domain size will be inversely proportional to the metabolic demand. The distribution of capillary domain area provides an index of the heterogeneity of capillary supply. The log-normal distribution is best expressed as the standard deviation of the log-transformed area (logSD) (Al-Shammari et al., 2014).

### Western Blotting

For whole-muscle western blot analysis, approximately 50 mg *gastrocnemius* muscle was ground to a powder using a mortar and pestle in the presence of liquid nitrogen. Thereafter, the powder was resuspended in an amount of RIPA buffer (Sigma), homogenized for 60 s, and then centrifuged at 7,000 × *g* for 5 min. The supernatant was collected and protein concentration determined using the BradfordUltra method.

Samples were diluted in Laemmli buffer to yield between 20–60 μg of protein per sample that were separated by a 12% SDS-PAGE with proteins subsequently being transferred to nitrocellulose and thereafter probed against Cu/Zn SOD (SOD1) (Enzo), MnSOD (SOD2) (Abcam), NDUFS4 (Abcam), ENO3 (Abcam), and anti-eIF6 (produced in-house).

### qPCR

Mitochondrial number was estimated using a real-time PCR-based method. Briefly, total DNA was isolated from a muscle sample (2–5 mg) using the DNeasy Kit (QIAGEN, USA). Nuclear DNA (nuclear DNA) was quantified using primers for glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*); forward 5′CCCACTAACATCAAATGGGG3′ and reverse 5′TCTCCATGGTGGTGAAGACA3′ (amplicon 76). mtDNA was quantified using primers for the mitochondrial encoded cytochrome b; forward 5′CCACTTCATCTTACCATTTATTATCGC3′ and reverse 5′TTTTATCTGCATCTGAGTTTGATCCTGT3′ (amplicon 110). Separate reactions for *Gapdh* and cytochrome b were set up using approximately 12.5 ng of total DNA using the SensiMix Sybr Green Master Mix (Bioline, UK). Real-time PCR was performed using a Bio-Rad iCycler with an iCycler iQ multicolor real-time PCR detection system (Bio-Rad, USA) over 26 cycles and a 62°C annealing temperature. The ratio of nuclear DNA:mtDNA was calculated from the cycle threshold (CT) values and compared between WT and *Eif6*^*+/−*^ mice.

### Microarray Analysis of *Eif6*^*+/−*^ Muscle

Frozen *soleus*, *gastrocnemius*, and *tibialis anterior* muscle was homogenized in RLT buffer (QIAGEN) with β-mercaptoethanol (1% v/v) using a Precellys-24 tissue homogenizer system (Precellys, UK). Each tissue lysate was centrifuged at 13,000 rpm for 10 min, and the supernatant was removed for RNA extraction. RNA was isolated using QIAGEN RNeasy columns following the manufacturer’s instructions. Sample purity was assessed by measuring absorbance at 260 and 280 nm using a NanoDrop spectrophotometer, and all absorbance ratios were between 1.8 and 2.0. Cy3-labeled cRNA was generated using the Agilent Low-Input QuickAmp Kit following the manufacturer’s instructions. 600 ng of labeled cRNA was hybridized to Agilent Sureprint G3 Mouse whole-genome microarrays, which were then washed and scanned in an Agilent SureScan microarray scanner. Microarray data were log_2_ transformed and normalized using quantile normalization. Differentially expressed genes were detected using SAM with a 5% FDR cutoff.

### Polysome Purification and Polysomal mRNA analysis

The polysome analysis followed a modified protocol from Kubica et al. (2005). For a full description of the protocol, see the Supplemental Experimental Procedures. Briefly, 180 μg of muscle lysate was layered on a 15%–50% linear sucrose gradient and centrifuged at 37,000 rpm for 170 min. The sucrose gradient was fractionated and UV absorption at 260 nm was recorded. RNA was precipitated by adding 2 volumes of 100% ethanol, redissolved in RNase-free water, and treated with phenol-chloroform. Sucrose fractions containing ≥2 polysomes were pooled for subsequent analysis. Total RNA was extracted from muscle using the methods of Caddick et al. (2006). The mRNA was then processed for microarray analysis as described above. Statistically significant genes were selected using an absolute log_2_-fold change threshold greater than 1 and p < 0.05.

### Mitochondrial Proteomics

For a full description of the protocol, see the Supplemental Experimental Procedures. Briefly, mitochondria were isolated from fresh *gastrocnemius* muscle of WT and *Eif6*^*+/−*^ mice as previously described (Wittig et al., 2007). Following digestion and liquid chromatography (LC) separation, samples were analyzed on a Quadrupole-Orbitrap instrument in data-dependent positive (ESI+) mode to automatically switch between full-scan mass spectrometry (MS) and MS/MS acquisition. Raw data files were uploaded into Proteome Discoverer (v.1.3) and searched against the mouse UniProt database using the Mascot search engine (v.2.4.1). The threshold for detected proteins was adjusted to a FDR of less than 5% and imported into Progenesis. Differentially expressed proteins were detected using ANOVA, followed by adjustment to a FDR of 10%.

The enrichment of differentially expressed proteins within the polysomal fraction of highly translated mRNAs in *Eif6*^*+/−*^ muscle was determined using GSEA. Proteins within the “core enriched” fraction of differentially expressed proteins were considered overlapping between the two experiments (Table S4).

### Acetylome Analysis

For a full description of the method, see the Supplemental Experimental Procedures. Total protein from *gastrocnemius* muscle was extracted (3 WT and 3 *Eif6*^*+/−*^ mice) following the method of Lambertucci et al. (2012). Pre-cleaned protein lysates were rotated overnight at 4°C with protein-G-conjugated anti-acetyl lysine antibody. Anti-acetyl lysine immunoprecipitated proteins from WT or *Eif6*^*+/−*^ mice were labeled using the TMT Sixplex Isobaric Mass Tagging Kit (Thermo Scientific) following the manufacturer’s instructions. Samples were analyzed using an Orbitrap Velos ETD mass spectrometer (Thermo Scientific) and Proteome Discoverer (v.1.3) software.

### Oxytherm Analysis

*Gastrocnemius* muscle from WT and *Eif6*^*+/−*^ mice was dissected and immediately placed in tissue culture media on ice. Oxygen consumption was measured using a Clark-type oxygen electrode (Hansatech, UK). All measurements were completed at 30°C using 20-mg muscle fiber bundles permeabilized using saponin (50 μg/ml) in ROS buffer (pH 7, in millimolars: 1 MgCl_2_, 10 imidazole, 2 EGTA, 100 KCl, and 10 KH_2_PO_4_). Muscle bundles were then washed three times to remove saponin. Respiration was initiated in fresh ROS buffer by the addition of 5 μM glutamate/malate (GM) in the absence (state 4) and in the presence (state 3) of 500 μM ADP. Respiratory control ratios were calculated as state 3 divided by state 4 respiration rates. P:O ratio was calculated as the ratio of the amount of nucleotide added and molecular oxygen consumed during state 3 respiration.

### Muscle Fiber Extraction

Single fibers were isolated from the *flexor digitorum brevis* (FDB) muscle of mice as previously described (Pearson et al., 2014). Muscles were incubated for 1.5 hr at 37°C in 0.4% (w/v) sterile type 1 collagenase (EC 3.4.24.3, Sigma Chemical, UK) in minimum essential medium eagle (MEM) containing 2 mM glutamine, 50 IU penicillin, 50 μg/ml streptomycin, and 10% fetal bovine serum (FBS) (Sigma Chemical). The muscles were agitated every 30 min during the digestion period to release single fibers and thereafter were washed three times in MEM containing 10% FBS. Fibers were plated onto pre-cooled 35-mm glass-bottomed cell culture dishes (MatTek, MA, USA) pre-coated with Matrigel (BD Biosciences, Oxford, UK) and were allowed to attach.

### ROS Imaging

For a full description of the method, see the Supplemental Experimental Procedures. Briefly, fibers were incubated in 2 mL D-PBS containing 250 nM MitoSox Red or 10 μM DAF-FM DA for 30 min at 37°C. FDB fiber contraction was induced using platinum electrodes using field stimulations at 5–10, 20–25, and 35–40 min over a 50-min protocol. Images were collected at 5-min intervals using a Nikon E-Ti inverted microscope (TI-S-EJOY, Nikon). Data were tested by general linear models with repeated measures (examining stimulation and genotype) or Student’s t test as indicated.

## Author Contributions

Conceptualization, K.C. and F.F.; Methodology, K.C.; Formal Analysis, K.C., S.R., T.P., P.K.D., D.M.S., F.K., J.A., C.S., and F.F.; Investigation, K.C., S.R., T.P., I.B., M.B., J.R., D.B., A.S., D.M.S., F.K., J.A., M.A.S., S.G., A.P., C.S., and S.E.; Resources, S.B., D.B., and M.H.d.A.; Writing – Original Draft, K.C., J.A., and F.F.; Writing – Review & Editing, K.C., S.R., T.P., P.K.D., D.M.S., R.J.B., M.A.S., S.J., A.P., S.E., M.C., S.B., and F.F.; Visualization, K.C., S.R., T.P., C.S., and F.F.; Supervision, R.J.B., C. Bunce, C.S., S.E., M.C., M.J., C. Bouchard, S.B., and F.F.

# Supplementary material for: The Role of Eif6 in Skeletal Muscle Homeostasis Revealed by Endurance Training Co-expression Networks
**Source:** Cell Rep. 2017 Nov 7;21(6):1507–20. doi: 10.1016/j.celrep.2017.10.040
**Supplement:** Document S2. Article plus Supplemental Information

## The Role of *Eif6* in Skeletal Muscle Homeostasis Revealed by Endurance Training Co-expression Networks

### Graphical Abstract

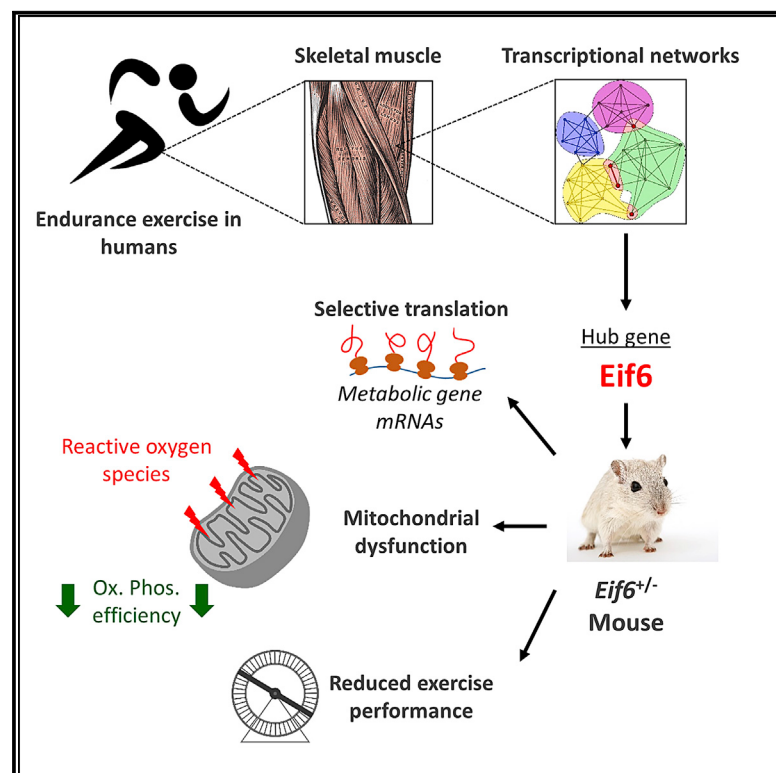

### Authors

Kim Clarke, Sara Ricciardi, Tim Pearson, ..., Claude Bouchard, Stefano Biffo, Francesco Falciani

### In Brief

Clarke et al. use data-driven reverse engineering to uncover the role of *Eif6* in controlling skeletal muscle homeostasis. They achieve this by analyzing the complex network of genes that controls skeletal muscle adaptation to endurance exercise, together with *in vivo* studies of *eif6*<sup>+/-</sup> mice that show decreased respiration efficiency, increased ROS production, and reduced exercise performance.

### Highlights

- Endurance exercise profoundly affects the structure of gene networks
- *Eif6* is a hub in gene networks responsible for muscle metabolism and protein synthesis
- Mitochondrial metabolic capacity altered in muscle from *Eif6*<sup>+/-</sup> mice
- *Eif6* haploinsufficiency increased ROS generation and reduced exercise performance

### Data and Software Availability

GSE47874

# The Role of *Eif6* in Skeletal Muscle Homeostasis Revealed by Endurance Training Co-expression Networks

Kim Clarke,<sup>1</sup> Sara Ricciardi,<sup>2</sup> Tim Pearson,<sup>3</sup> Izwan Bharudin,<sup>1,4</sup> Peter K. Davidsen,<sup>1</sup> Michela Bonomo,<sup>1</sup> Daniela Brina,<sup>2</sup> Alessandra Scagliola,<sup>2</sup> Deborah M. Simpson,<sup>5</sup> Robert J. Beynon,<sup>5</sup> Farhat Khanim,<sup>6</sup> John Ankers,<sup>1</sup> Mark A. Sarzynski,<sup>7</sup> Sujoy Ghosh,<sup>7</sup> Addolorata Pisconti,<sup>1</sup> Jan Rozman,<sup>8</sup> Martin Hrabec de Angelis,<sup>8</sup> Chris Bunce,<sup>6</sup> Claire Stewart,<sup>9</sup> Stuart Egginton,<sup>10</sup> Mark Caddick,<sup>1</sup> Malcolm Jackson,<sup>11</sup> Claude Bouchard,<sup>7</sup> Stefano Biffo,<sup>2,12</sup> and Francesco Falciani<sup>1,13,\*</sup>

<https://doi.org/10.1016/j.celrep.2017.10.040>

## SUMMARY

Regular endurance training improves muscle oxidative capacity and reduces the risk of age-related disorders. Understanding the molecular networks underlying this phenomenon is crucial. Here, by exploiting the power of computational modeling, we show that endurance training induces profound changes in gene regulatory networks linking signaling and selective control of translation to energy metabolism and tissue remodeling. We discovered that knockdown of the mTOR-independent factor *Eif6*, which we predicted to be a key regulator of this process, affects mitochondrial respiration efficiency, ROS production, and exercise performance. Our work demonstrates the validity of a data-driven approach to understanding muscle homeostasis.

## INTRODUCTION

Physical activity or regular exercise is essential for homeostasis of the musculoskeletal system. The benefits of regular exercise are such that physically active individuals have significantly lower mortality rates, regardless of age and lifestyle (Kokkinos, 2012). Exercise is recognized as an effective strategy for the management of chronic conditions such as obesity (Blair and Brodney, 1999), type 2 diabetes (Colberg et al., 2010), and chronic obstructive pulmonary disease (COPD) (Turan et al., 2011).

In the last decade, transcriptomics studies have succeeded in revealing genome-wide transcriptional signatures linked to the endurance training response (Phillips et al., 2013; Timmons et al., 2010; Teran-Garcia et al., 2005; Schmutz et al., 2006). However, most of these studies are also limited to a description of the differentially expressed genes and the functions that they represent. Perhaps the most advanced approach in a recent study is demonstrated by Phillips et al. (2013), who use a correlation-based approach to identify genes linked to gains in muscle mass or age. By utilizing pathway databases representing knowledge-driven gene-to-gene interactions, they identify molecular networks underlying both aging and muscle hypertrophy. While their study highlighted that training induces a molecular reprogramming of the muscle, including showing that the differential expression of mTOR-related genes is linked to muscle hypertrophy, it still relies on existing knowledge for pathway identification.

We reasoned that a data-driven approach may successfully identify truly novel regulatory networks. Encouraged by previous approaches (Turan et al., 2011; Davidsen et al., 2014), we selected one of the most comprehensive endurance training studies in humans, the HERITAGE Family Study (Bouchard et al., 1995), and applied a reverse-engineering strategy to develop a genome-wide network model of muscle homeostasis.

The analysis of the model revealed that co-expression of genes found within core metabolic and translational pathways, such as oxidative phosphorylation and ribosome assembly, is a predominant feature of these networks and that the eukaryotic translation initiation factor *Eif6* (Ceci et al., 2003; Sanvito et al., 1999) is the most connected ribosome associated factor in the network. Analysis of the *Eif6*<sup>+/-</sup> haploinsufficient mouse

recapitulated the transcriptional signatures predicted by the HERITAGE study. Furthermore, an assessment of mitochondrial functionality and muscle performance in *Eif6* heterozygote mice revealed alterations in electron transport chain dynamics, superoxide generation, and reduced exercise capacity, further supporting the role of this factor in regulating muscle energy homeostasis.

## RESULTS

### Endurance Training Affects Gene Regulatory Networks in Human Skeletal Muscle

We first identified gene networks whose structure is different between pre- and post-training skeletal muscles. We did this by applying the bioinformatics method DiffCoEx (Tesson et al., 2010) to the HERITAGE study, which includes transcriptome and physiological measurements (Table S1) for 41 human participants at baseline and after 20 weeks of supervised endurance training.

The inferred network (Figure 1) confirmed the hypothesis that endurance training promotes a large-scale rewiring of transcriptional networks. First, we identified differential co-expression networks involving 8,893 unique genes, which the algorithm organized into 25 interconnected gene clusters (network modules) (Figure S1). Of these 8,893 genes, 981 (11%) were detected as differentially expressed in response to training, and only 3 of the 25 modules were enriched with genes responding to training (Figure S1). Network rewiring via differential co-expression therefore involves a larger set of genes and functions than identified by changes in mRNA expression levels alone. Larger modules (more than 10 genes in size) were tested for functional enrichment. Indeed, their functional profile was consistent with skeletal muscle homeostasis and included biological processes related to energy metabolism, muscle fiber contractile elements, and tissue remodeling (Figure 1).

We found that the network reflects several aspects of skeletal muscle homeostasis, including neuromuscular junction signaling, modulation of regulatory factors, and, in turn, the effector functions responsible for the endurance training response. Module 1 (M1) was enriched in cell signaling pathways including genes controlling neuromuscular synaptic transmission. M3, M4, M8, and M10 represented a set of modules characterized by regulatory factors controlling processes such as chromatin modification, transcription, mRNA processing, mRNA transport, and regulation of translation. Finally, M2 and M5–M9 represented three different types of effector functions, namely energy metabolism, tissue remodeling, and muscle fiber structural components.

The linkage between signaling and effector functions was consistent with existing literature. However, we also observed that the correlation patterns between genes in energy metabolism (oxidative phosphorylation, the tricarboxylic acid [TCA] cycle, and glycolysis) and translation were different in pre- and post-training individuals (Figure 1). Interestingly, most of the enriched translation related genes (in M8 and M2) were not ribosomal structural components. Instead, we could identify regulatory factors such as the eukaryotic initiation factors (eIFs) (14/59 translation-related genes) (Figure 1), which are known to control

translation of specific proteins in the rate-limiting phase of initiation and have previously been shown to participate in signaling events such as hypoxia (*Eif2a*) (Liu et al., 2006), mTOR-dependent regulation of energy metabolism (*Eif4e*) (Morita et al., 2013), neoplastic transformation (*Eif6*) (Sanvito et al., 1999; Gandin et al., 2008), and lipid metabolism (*Eif6*) (Brina et al., 2015).

### Analysis of the Ribosome Assembly Sub-network Identifies *Eif6* as a Potential Regulator of Energy Metabolism in Skeletal Muscles

The co-localization of eIF genes and genes related to energy metabolism and other important functions involved in muscle homeostasis suggests that eIF proteins may have a broad role in the response to endurance training. To further investigate this hypothesis, we analyzed the neighborhood of eIFs in the differential co-expression network. We focused on visualizing the linkage between relevant canonical pathways (Kyoto Encyclopedia of Genes and Genomes [KEGG] pathways) and a set of 20 relevant physiological measurements (Table S1) included in the HERITAGE study (Figure 2A).

Consistent with the previous observation, we found that oxidative phosphorylation, ribosome, spliceosome, and neuroactive ligand receptor interaction were the most connected KEGG pathways among the eIF sub-network (Figure 2B). The network also represented several highly connected physiological measurements (leptin, phosphofructokinase). Interestingly, *Eif6* was the network node with the highest degree (Figure 2B), which prompted us to explore its neighborhood in detail (Figure 2C). We found that its most significant links were with genes involved in oxidative phosphorylation (false discovery rate [FDR] <  $10^{-6}$  for pathway enrichment), followed by an index of systemic inflammation (C-reactive protein, FDR < 0.001) and, as expected, the ribosome KEGG pathway (FDR < 0.001).

Inspection of separate baseline and post-training correlation networks built around *Eif6* revealed an increased connectivity (degree of 4 increased to degree of 11) between *Eif6* and KEGG pathways following endurance training (Figures 2D and 2E).

### The Haploinsufficient *Eif6*<sup>+/-</sup> Mouse Mimics the Predicted *Eif6* Transcriptional Signature

The correlation analysis described above predicts that changes in the activity of *Eif6* may be causally linked to changes in the expression of genes involved in several important pathways, among which oxidative phosphorylation was the strongest candidate (Figure 2C).

We then decided to test this hypothesis by assessing whether modulation of *Eif6* in skeletal muscle of mice would result in the same *Eif6* transcriptional signature that we predicted from the HERITAGE dataset. While human *vastus lateralis* muscle is considered a mixed fiber type (Starron et al., 2000), it is also highly variable (Simoneau and Bouchard, 1989), and different fiber types induce different transcriptional programs (Wang et al., 2004). To account for this and to assess the effect of *Eif6* modulation in conditions of different metabolic pathway activity we analyzed three different skeletal muscles (*soleus*, *gastrocnemius*, and *tibialis anterior*) in wild-type (WT) and mutant *Eif6*<sup>+/-</sup> mice. These represent a preference for slow-twitch oxidative,

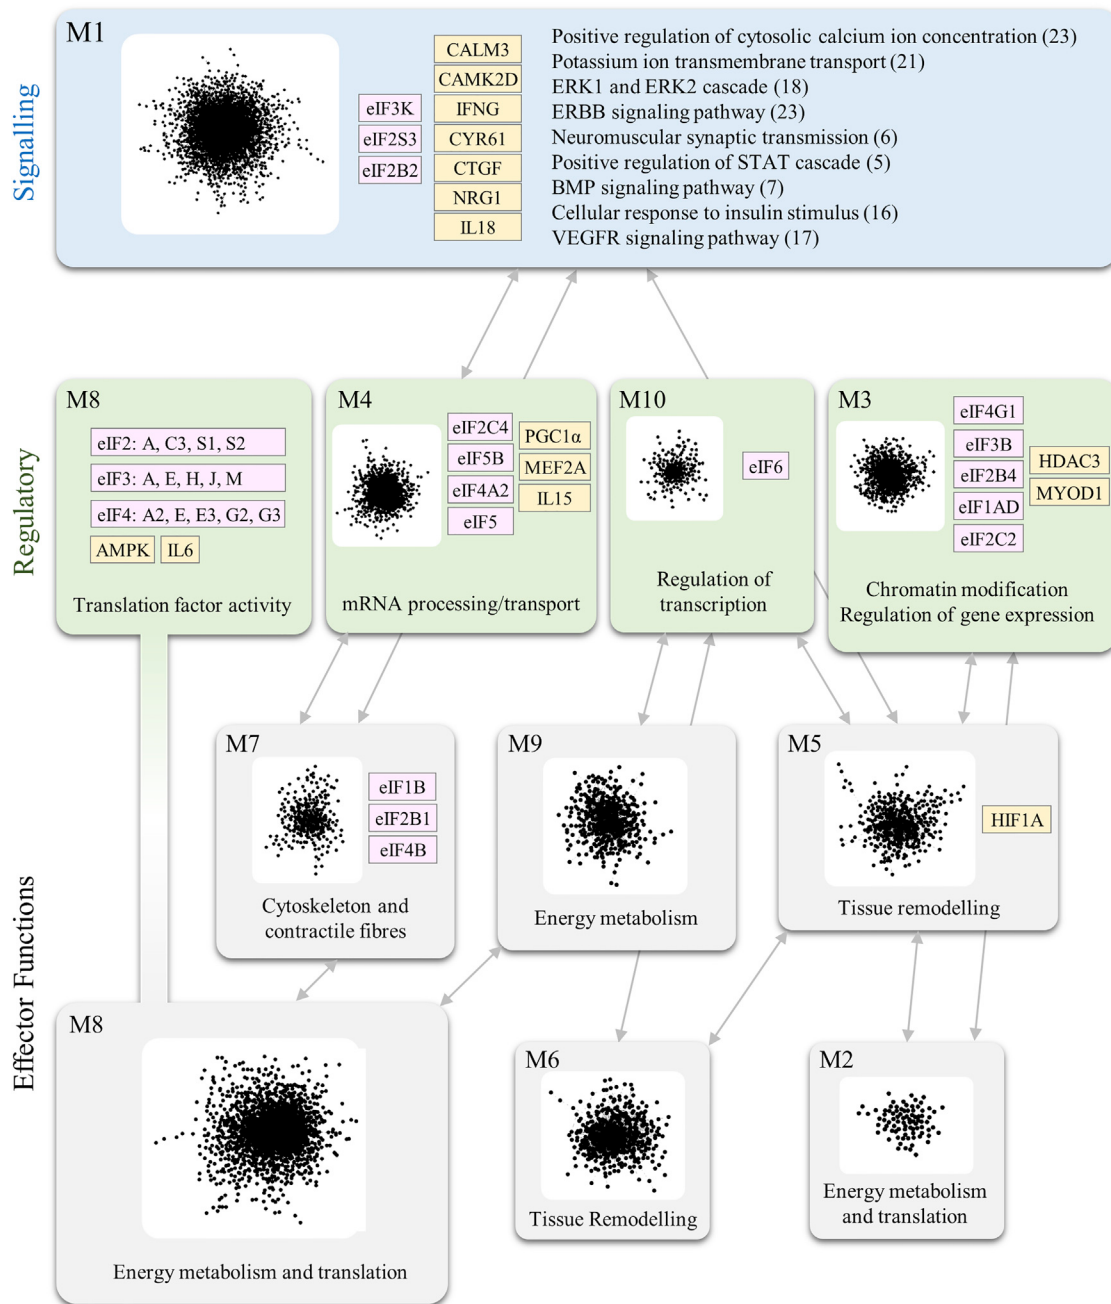

**Figure 1. Effects of Endurance Training on Gene Co-expression in Skeletal Muscle**

This network represents the 10 largest gene modules identified by the gene co-expression analysis (module size is proportional to the number of genes). Genes within each module showed highly significant alteration in gene-gene pairwise correlation between trained and untrained states (FDR < 1%). Modules connected by arrows showed significant inter-module alterations in correlation between trained and untrained states (FDR < 10%). Each module has been annotated with genes known to play a key role in muscle biology (gold) and in the eukaryotic initiation factors (pink) found within that module. M1 is labeled with enriched gene ontology terms reflecting signaling pathways. Every other module has been summarized using a functional term representative of the enriched gene ontology terms.

mixed fiber type and fast-twitch, glycolytic fibers, respectively. The *Eif6*<sup>+/-</sup> mouse model shows a 50% reduction in eIF6 expression (Gandin et al., 2008), but this does not affect basal translational rates and does not induce any changes in fiber-type

composition (Figure S2A; Table S2) or in the number of mitochondria (measured as mtDNA-to-nuclear DNA [nDNA] ratio) (Figure S2B). Therefore, these animals are a good model for studying the specific role of *Eif6* in skeletal muscles.

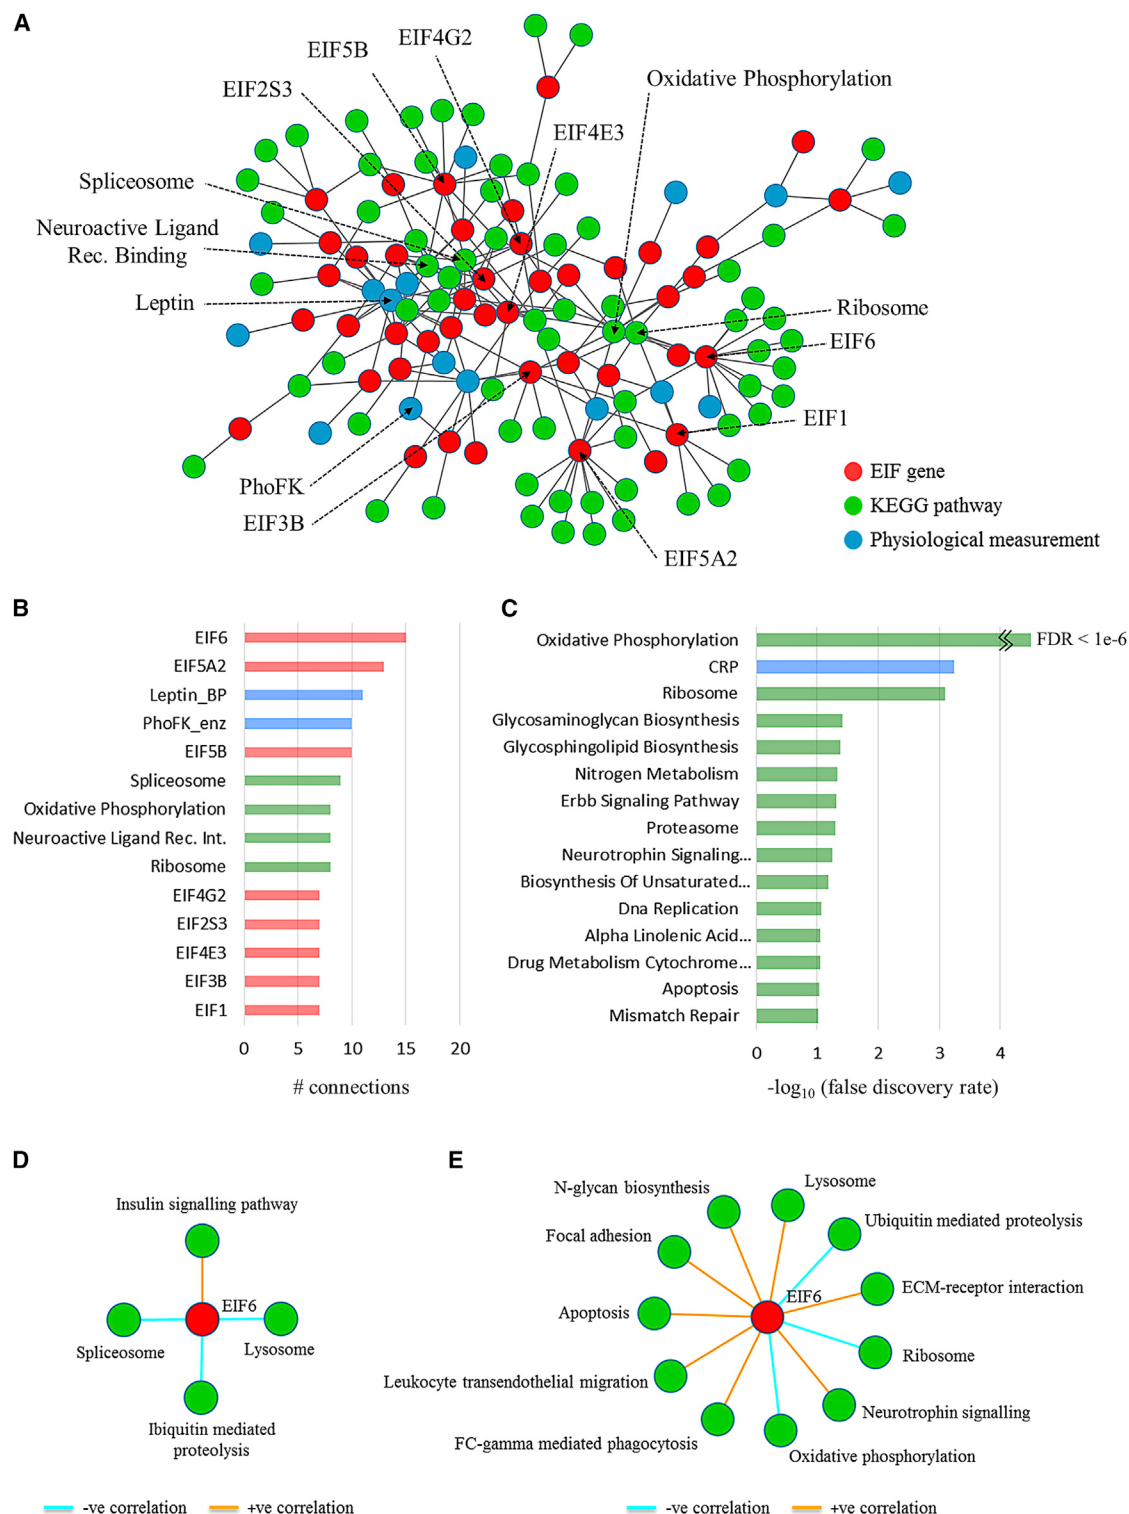

**Figure 2. Network-Based Integration of EIF Genes, Physiological Measurements, and Pathway Activity Reveals *Elf6* as the Most Connected Factor**

(A) This network represents the integration of multiple analyses. Connections between eIF genes and physiological measurements represent regression analysis using baseline eIF gene expression as a predictor variable (FDR < 10%). Connections between eIF genes and KEGG pathways represent significant enrichment of genes from a KEGG pathway within genes highly differentially co-expressed with the eIF.

(legend continued on next page)

  

Indeed, we discovered that the transcriptional states of WT and *Eif6*<sup>+/-</sup> mice were different (genes differentially expressed in the *gastrocnemius*: 2,651 upregulated, 829 downregulated; soleus: 2,482 upregulated, 1,846 downregulated; *tibialis anterior* (TA): 1,361 upregulated, 958 downregulated; FDR < 10%) and that the profile of the *gastrocnemius* muscle mirrored quite accurately the predicted *Eif6* signature both in functional profile and in direction of change. More precisely, we found 20 KEGG pathways significantly enriched within the differentially expressed genes from at least 1 muscle type (Figure 3). *Gastrocnemius* muscle had the largest overlap between pathways identified in both mouse and human analysis, with 8/14 (57%) KEGG pathways altered in a direction that was consistent with the correlation analysis using the human data (Figure 3). For these reasons, we decided to focus on *gastrocnemius* muscle in further analysis. Genes both differentially expressed in the *Eif6*<sup>+/-</sup> *gastrocnemius* muscle and correlated to the expression of *Eif6* in the HERITAGE dataset were enriched with genes related to

### Figure 3. *Eif6* Haploinsufficiency in Mouse Skeletal Muscle Recapitulates the Predictions from the Human Model

The figure shows the KEGG pathways enriched in genes up- or downregulated in the three *Eif6*<sup>+/-</sup> skeletal muscle types compared to WT of the same muscle type (FDR < 10%). The number and the direction of change (positive, upregulated; negative, downregulated) of the enriched genes are indicated. Pathways colored red and green represent those matching the human *Eif6* correlation analysis (shown in Figure 3D and 3E) of consistency between direction of correlation and change in expression. Pathways highlighted in yellow represent those terms matching the human correlation analysis but without consistency between direction of correlation and change in expression.

energy metabolism, including oxidative phosphorylation complexes (e.g., *Atp5l*, *Ndufs4*), mitochondrial function (e.g., *Sod2*, *Gfmd2*), and glucose metabolism (e.g., *Pdhb*) (Figure 3). Enriched functions unrelated to energy metabolism included extracellular matrix (ECM)-receptor interaction (e.g., *Thbs3*, *Tnxb*), focal adhesion (e.g., *Itgb1*), ubiquitin-mediated proteolysis (e.g., *Stub1*, *Tceb2*), ribosome, ErbB signaling (e.g., *Akt2*, *Mapk3*), and regulation of actin cytoskeleton (e.g., *Fgfr1*, *Wasf2*) (Figure 3). Interestingly, a group of genes related to chromatin modification were enriched within genes regulated by *Eif6*, particularly histone deacetylases

(e.g., *Sirt6*, *Hdac6*) (Table S3), suggesting activity at both the transcriptional and the post-transcriptional levels.

These results further support the hypothesis that *Eif6* is an important regulator of the transcriptional response to endurance exercise and identify a set of core functions whose transcription is affected by *Eif6* haploinsufficiency.

### *Eif6* Inactivation Induces Complex Alterations in the Mitochondria Proteome

To assess the functional consequences of *Eif6* haploinsufficiency, we used nanoflow liquid chromatography coupled to tandem mass spectrometry to characterize the mitochondrial proteome from *gastrocnemius* muscle of WT and *Eif6*<sup>+/-</sup> mice (Figure 4A). This revealed 120 differentially expressed proteins (< 10% FDR) (Figure 4B; Table S7) including factors involved in oxidative phosphorylation and in diverse mitochondrial processes (Figures 4C and 4D). Components of the oxidative phosphorylation pathway, mitochondrial ribosome, and mitochondrial

(B) The total number of connections (degree) of the top 14 most highly connected components of the network (degree > 6).

(C) Significance of enrichment of KEGG pathways and phenotypic measurements connected to *Eif6* in the network.

(D and E) Network visualization of KEGG pathways enriched (FDR < 10%) within genes significantly correlated (FDR < 5%) with *Eif6* expression in untrained (n = 2,177 genes) (D) and trained (n = 2,022 genes) (E) individuals separately.

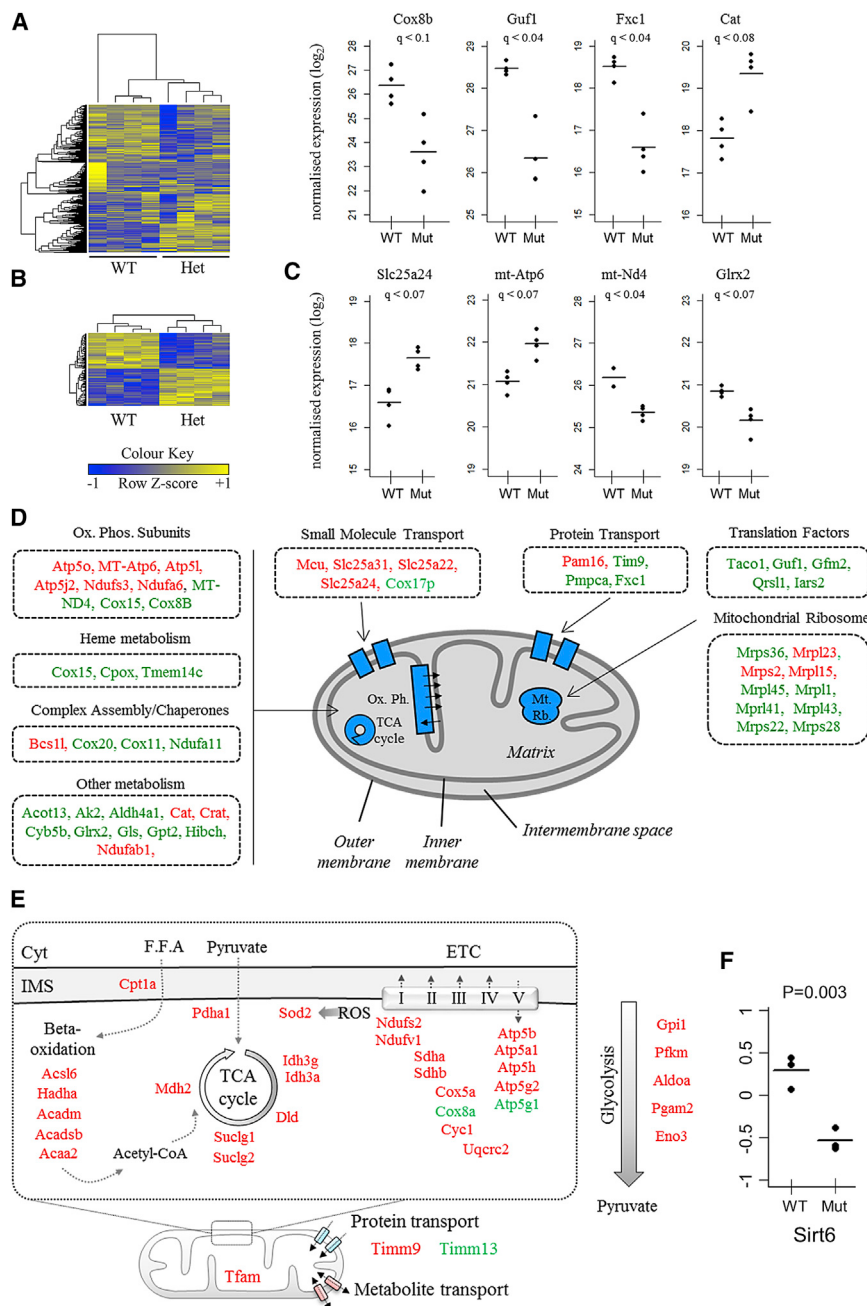

**Figure 4. Functional Genomics Profiling of *Eif6*<sup>+/-</sup> Muscle Reveals Substantial Mitochondrial Reprogramming**

(A and B) Representation of the proteomics data using a heatmap. Row data are standardized for visualization purposes. Shown are all proteins for which a measurement was obtained for all 8 samples (918 proteins) (A). Shown are the differentially expressed proteins with a FDR < 10% (120 proteins) (B).

(C) Vertical dot plots representing a selection of the differentially expressed mitochondrial factors revealed by the proteomics analysis (FDR < 10%). (D) Diagrammatic representation of proteomics data showing differentially expressed mitochondrial proteins (green, downregulated; red, up-regulated; FDR < 10%).

(E) Diagrammatic representation of polysomal mRNA analysis of *Eif6*<sup>+/-</sup> and WT skeletal muscle showing altered mRNA loading of mitochondria-related genes; green, downregulated; red, up-regulated; absolute log<sub>2</sub>-fold change > 2, p < 0.05. (F) Ratio of polysomal versus total *Sirt6* mRNA in WT and *Eif6*<sup>+/-</sup> muscle, p = 0.003.

In summary, we show that *Eif6* knock-down results in profound changes in mitochondrial protein composition, likely affecting the control of energy metabolism *in vivo*.

### ***Eif6* Regulates the Translation of a Specific Set of Transcripts Encoding for Energy Metabolism-Related Proteins**

Having observed changes at both mRNA and protein levels and given the known role of eIF6 in translation initiation, we tested whether *Eif6* haploinsufficiency leads to preferential translation of a subset of mRNAs in mouse *gastrocnemius* muscle using polysomal microarray analysis (Figures 4E and S3). We found that 346 unique mRNAs were significantly enriched in ribosomes from *Eif6*<sup>+/-</sup> or WT mice (p < 0.05 and >2-fold) (Table S8). These were dominated by genes related to metabolism and mitochondrial function

such as oxidative phosphorylation, acetyl-coenzyme A (CoA) metabolism, TCA cycle, glycolysis, fatty acid metabolism, and pyruvate metabolism (Figure 4E). Further analysis revealed that a key epigenetic regulatory factor linked to metabolic homeostasis, *Sirt6* (Zhong et al., 2010), that was also correlated to and regulated by *Eif6* in human and mouse muscle, respectively, was differentially translated (Figure 4F).

Highly translated mRNAs may be among the most abundant proteins in the cell. Consequently, we may expect that, despite the influence of mitochondrial protein transport and degradation, differences in the mitochondrial proteome may at least partially

inner membrane (such as calcium channels) were both up- and downregulated (Figure 4D). Notable upregulated proteins included small-molecule transporters such as the calcium uniporter MCU, the phosphate carrier SCMC1, the cytoprotective enzyme catalase (CAT), and the translocation factors PAM16 and PAM9. Conversely, downregulated proteins included translocation factors TIM9, TIMM10B, and mitochondrial-processing peptidase subunit alpha; mitochondrial translation factors TACO1, GUF1, RRF2mt, and Glu-AdT subunit A; the oxidoreductase GLRX2; and mitochondrial protein complex assembly chaperones COX20, COX11, and NDUFA11.

tion such as oxidative phosphorylation, acetyl-coenzyme A (CoA) metabolism, TCA cycle, glycolysis, fatty acid metabolism, and pyruvate metabolism (Figure 4E). Further analysis revealed that a key epigenetic regulatory factor linked to metabolic homeostasis, *Sirt6* (Zhong et al., 2010), that was also correlated to and regulated by *Eif6* in human and mouse muscle, respectively, was differentially translated (Figure 4F).

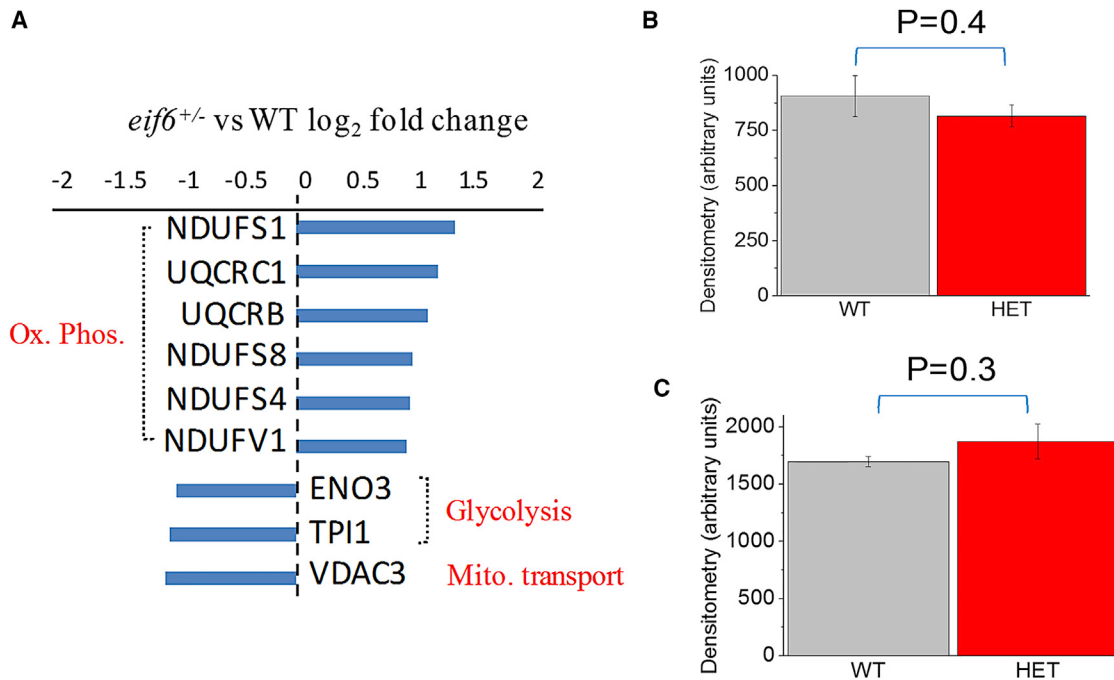

**Figure 5. *Eif6* Haploinsufficiency Induces Alterations in Protein Acetylation**

(A) Differential protein acetylation in whole-skeletal-muscle lysates determined by MS ( $p < 0.05$ , absolute log<sub>2</sub>-fold change  $> 1$ ).

(B and C) Protein expression of NDUFS4 (B) and ENO3 (C) determined by western blotting in wild-type (WT) and *Eif6*<sup>+/-</sup> (HET) skeletal muscle.

Data are represented as mean  $\pm$  SEM.

match the results of the polysome profiling analysis. We therefore tested whether differentially expressed proteins in the mitochondria were also differentially translated. We discovered that 41 proteins (~30% of the total number of differentially expressed proteins in the mitochondria) were enriched in the polysomal fraction of highly translated mRNAs (Table S4). This percentage is significantly higher than expected by random chance (FDR  $< 10^{-3}$ ).

These results reveal that alterations in abundance of transcripts observed in *Eif6*<sup>+/-</sup> muscle are accompanied by complex changes at the mRNA loading and protein level and suggest that these could be accompanied by changes in epigenetic status.

#### Acetylation Status of Metabolic Enzymes Is Altered in *Eif6*<sup>+/-</sup> Muscle

Several genes involved in the control of protein acetylation were differentially regulated at the mRNA level (including *Sirt1*, *Sirt6*, *Hdac1*, *Hdac6*, *Hdac7*, and *Hdac9*) and differentially translated (including *Sirt4*, *Sirt6*) (Table S3). Since changes in protein acetylation is a well-known mechanism to regulate enzymatic activity (Zhao et al., 2010), it is possible that changes in protein acetylation may be one of the mechanisms by which *Eif6* controls muscle physiology. Because of the diversity of genes involved in the control of protein acetylation, we couldn't make any specific hypothesis on the proteins that may be affected or the direction of change.

We therefore tested this hypothesis by using an open-ended approach based on mass spectrometry of muscle tissue protein extracts immunoprecipitated using an anti-lysine antibody.

The mass spectrometry analysis on whole-gastrocnemius-muscle lysates revealed 19 differentially acetylated proteins ( $p < 0.05$ ) (Table S5) including a coordinate hyper-acetylation of oxidative phosphorylation components, including four complex I and two complex III subunits, and reduced acetylation of two subunits of glycolytic enzymes ENO3 and TPI1 and the mitochondrial metabolite transporter VDAC3 (Figure 5A). Since acetylation can change activity without changing protein levels, we performed a western blot analysis of two of the differentially acetylated proteins (ENO3 and NDUFS4) and showed that no changes in protein levels were detected (Figures 5B, 5C, and S4).

#### Skeletal Muscle of *Eif6*<sup>+/-</sup> Mice Is Less Efficient in Utilizing Oxygen for Respiration and Develops High Levels of Reactive Oxygen Species

Our functional genomics analyses suggested a significant alteration in mitochondrial energy metabolism. The nature of the downstream effects was investigated further by measuring oxygen utilization by live isolated muscle fibers from WT and *Eif6*<sup>+/-</sup> mice, following the addition of ADP as a substrate (Figure 6A). There was a significant decrease in respiratory control ratio (RCR) of *Eif6*<sup>+/-</sup> fibers compared with control, indicating impaired mitochondrial respiration efficiency in complexes III and IV of the electron transport chain (Figure 6B,  $p = 0.02$ ), together with a trend toward an increase in the ADP:oxygen (P:O) ratio (Figure 6C,  $p = 0.07$ ). These observations are consistent with a comparative reduction in oxygen utilization by the electron transport chain in mitochondria from *Eif6*<sup>+/-</sup> muscle,

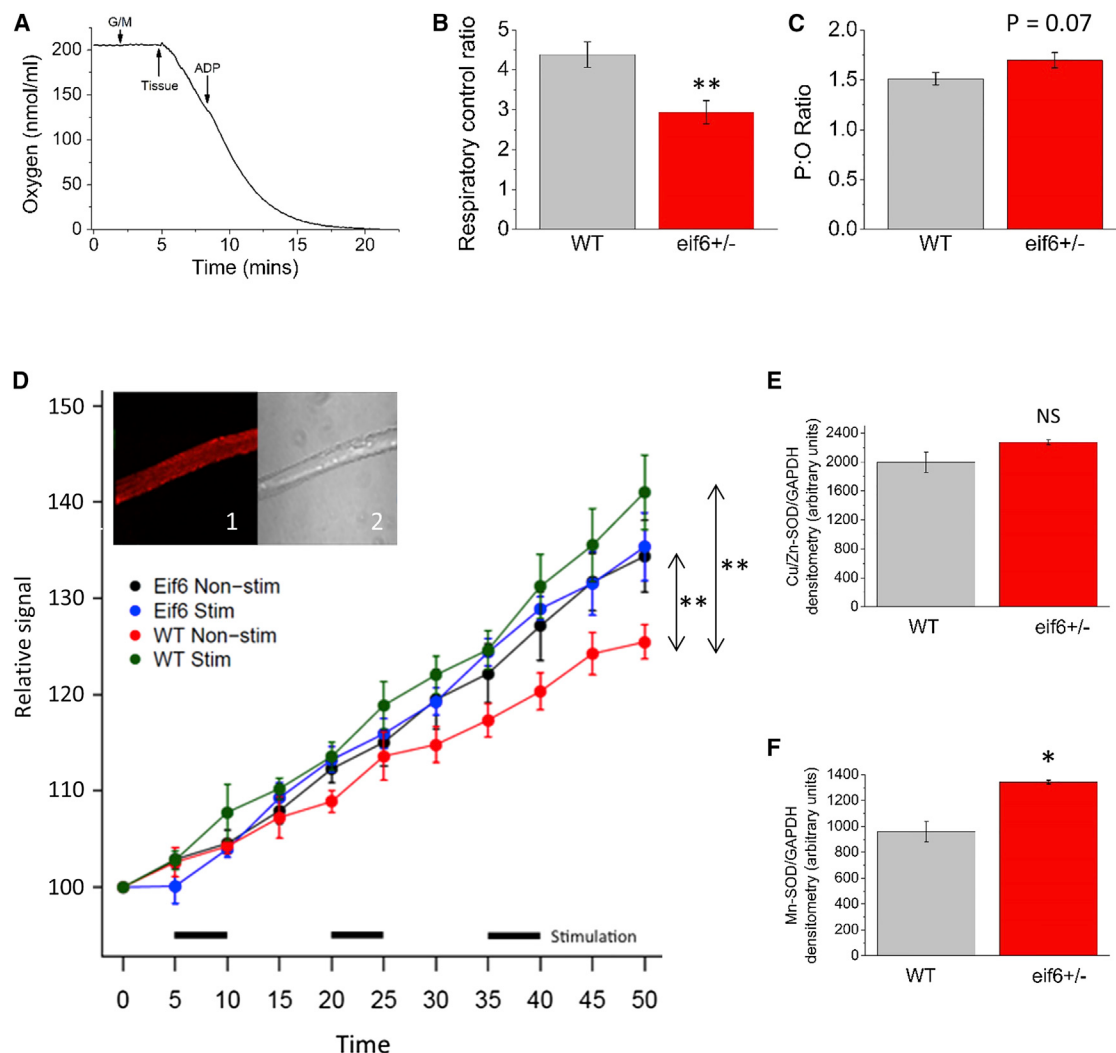

**Figure 6. Respiration and ROS Generation in *Eif6* Heterozygote Muscle**

(A) Typical oxygen utilization dynamics of muscle tissue before and after addition of ADP to the medium.

(B) Respiratory control ratio (ratio of respiration state 3 to state 4) is significantly lower in *Eif6*<sup>+/-</sup> (n = 8) muscle compared with WT muscle (n = 8).

(C) P:O ratio is not significantly altered in *Eif6* heterozygous muscle.

(D) Mitosox (405-nm) signal (superoxide abundance) over time in response to electrically stimulated contraction in WT and *Eif6*<sup>+/-</sup> FDB muscle fibers. Black bars indicate periods of stimulation. Repeated-measures p value: WT versus WT stimulated, p = 0.0016, *Eif6*<sup>+/-</sup> versus *Eif6*<sup>+/-</sup> stimulated, p = 0.38, WT versus *Eif6*<sup>+/-</sup> non-stimulated, p < 0.01.

(E and F) SOD1 (E) and SOD2 (F) protein expression measured by western blot in *Eif6*<sup>+/-</sup> muscle.

Data are represented as mean ± SEM. \*p < 0.05, \*\*p < 0.01.

while a reduced efficiency of respiration suggests an increase in reactive oxygen species (ROS) generation. Electrically stimulated contraction of cultured WT fibers increased superoxide ROS generation as expected (p < 0.01), whereas contracting *Eif6*<sup>+/-</sup> fibers showed no detectable increase in superoxide generation (Figure 6D). However, this was accompanied by a significant increase in baseline generation of superoxide ROS in *Eif6*<sup>+/-</sup> fibers compared to WT, such that unstimulated *Eif6*<sup>+/-</sup> fibers were more similar to stimulated WT fibers (p < 0.01) (Figure 6D).

Investigating the causes of mitochondrial impairment in haploinsufficient mice, we found that while *Eif6*<sup>+/-</sup> fibers have

no change in copper-zinc superoxide dismutase (CuZn-SOD, SOD1) (Figure 6E), they have significantly higher level of manganese-superoxide dismutase (Mn-SOD, SOD2) compared to WT fibers (p < 0.04) (Figures 6F and S5). SOD2 catalyzes the conversion of superoxide generated by “proton leaks” from the electron transport chain into hydrogen peroxide and is essential for cellular health, as it reduces the oxidative damage resulting from ROS production. Hence, the observation of elevated levels of SOD2 in the mitochondria is consistent with the lack of detection of increased levels of superoxide and ROS observed following electrically stimulated contractions in *Eif6*<sup>+/-</sup> muscle fibers.

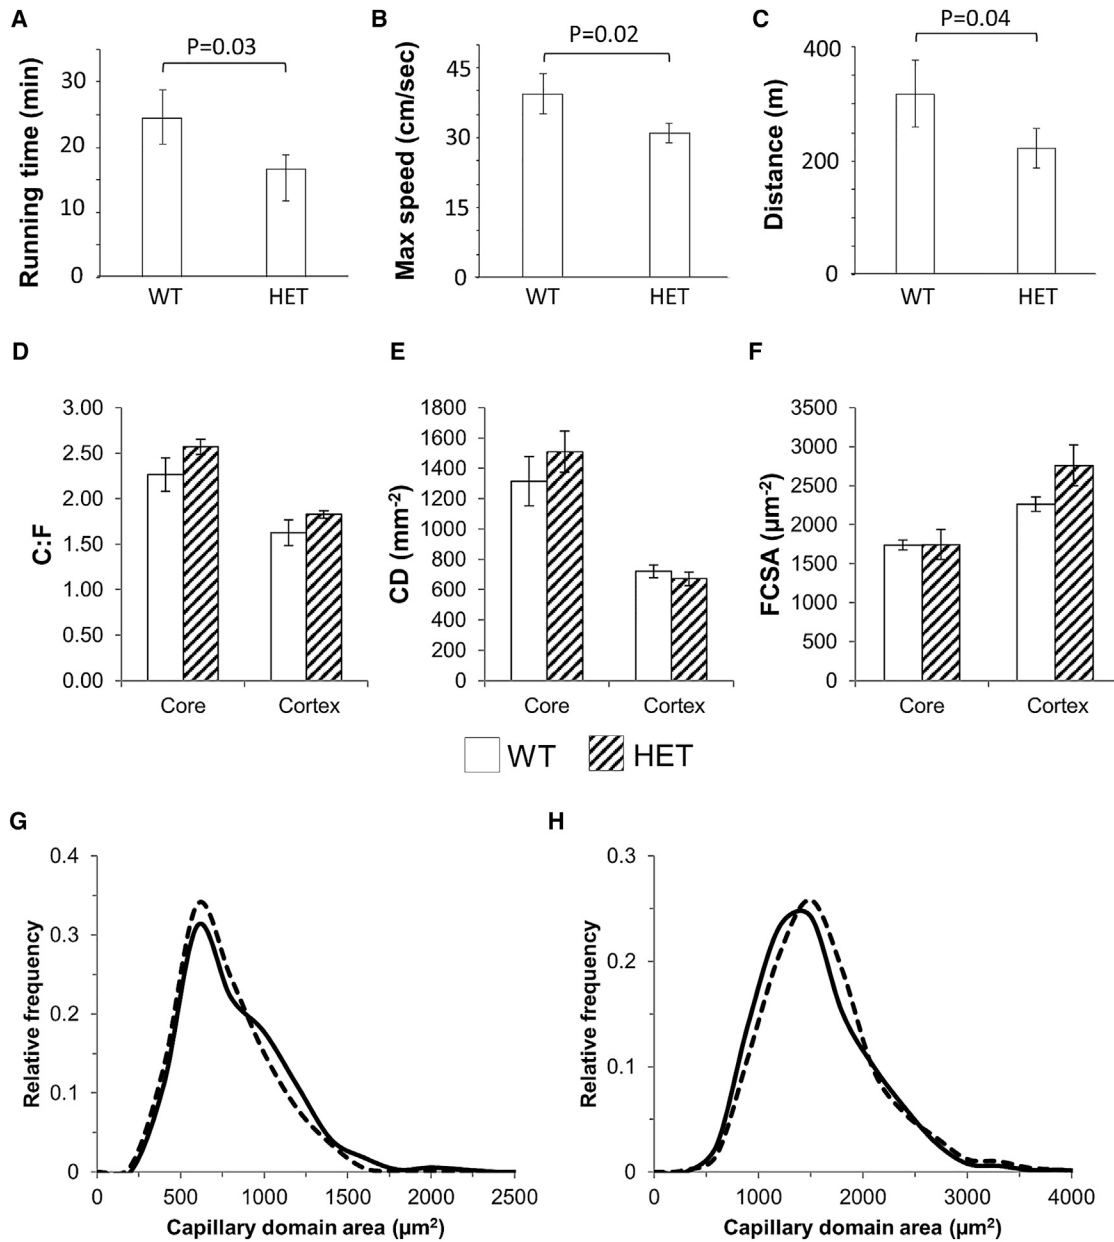

**Figure 7. Exercise Capacity of *Eif6* Heterozygote Mice**

(A) Running time in minutes to exhaustion of WT and *Eif6*<sup>+/-</sup> mice.

(B) Maximum speed obtained (cm/s) by WT and *Eif6*<sup>+/-</sup> mice.

(C) Total distance traveled by WT and *Eif6*<sup>+/-</sup> mice.

(D–F) Capillary-to-fiber ratio (D), capillary density (E), and fiber-cross sectional area (FCSA) (F) in the oxidative core and glycolytic cortex of WT and *Eif6*<sup>+/-</sup> skeletal muscle. Data are represented as mean ± SEM.

(G and H) The spatial distribution of capillaries as an index of diffusive limitation for gaseous exchange is shown by the distribution of capillary supply area (domains) in the oxidative core (G) and cortex (H) for WT and *Eif6*<sup>+/-</sup> skeletal muscle.

### Haploinsufficient *Eif6*<sup>+/-</sup> Mice Perform Less Efficiently than WT Mice in Exercise Tests

The molecular and imaging analysis of muscle fibers isolated from haploinsufficient *Eif6*<sup>+/-</sup> mice shows that these are less efficient in utilizing oxygen for respiration and are accumulating ROS at a higher rate than WT mice. These observations,

together with the prediction of our computational analysis of the HERITAGE gene expression profiling data suggest a causal link between *Eif6* and exercise performance. To test this hypothesis, we performed an exhaustion treadmill test. This demonstrated that indeed *Eif6*<sup>+/-</sup> mice experience a reduction in exercise performance measured as running time (Figure 7A),

maximum speed (Figure 7B) and distance (Figure 7C). Meanwhile, there was no difference in basal maximal oxygen uptake ( $\text{VO}_2$  max), respiratory exchange ratio (RER), or calorie intake monitored by indirect calorimetry in an independent cohort of mice. (Table S6).

Since it is still possible that muscle fiber efficiency may be influenced by changes in capillary density, we measured capillary-to-fiber ratio, capillary density, fiber cross-sectional area and distribution of capillary domain per area in WT and *Eif6*<sup>+/-</sup> mice post-training. We discovered that none of these parameters are significantly different between WT and heterozygous mice (Figures 7D–7H). This demonstrates that the reduce efficiency of training is not the result of a difference in muscle blood supply but indeed a difference in fiber efficiency supporting the hypothesis of a causal link between *Eif6* and exercise performance.

## DISCUSSION

Here, we show that endurance training involves a profound rewiring of gene regulatory networks, a phenomenon that is at least in part dependent on *Eif6*, an mTOR-independent translation factor.

### Data-Driven Learning of Biological Networks Shows that a Wide Range of Known Homeostasis Pathways Are Rewired following Exercise Training

The network we developed represents a comprehensive view of signaling pathways, regulatory mechanisms, and their connection to effector functions known to be important in muscle plasticity. The signaling component of the model includes pathways that recapitulate known signaling events following the activation of the neuromuscular junction. These include calcium sensors (e.g., CALM3, CAMK2D), calcium-activated potassium channels (e.g., KCNN1, KCNN4), and other voltage-gated ion channels (e.g., KCNA1, KCNH2). The model also captures the connection between the calcium-activated kinase CAMK2D with the transcription factor MEF2A (Zhang et al., 2007), which is known to activate a program of gene expression in skeletal muscle controlling several metabolic and tissue remodeling pathways (Wu et al., 2000), including the structural components of the muscle fiber represented in the MEF2A-connected M7.

The ERBB signaling pathway, including neuregulin (NRG1), is also enriched in the signaling component of the model. The pathway is known to regulate differentiation and metabolic adaptation in response to contractile activity in skeletal muscle (Lebrasseur et al., 2003; Gumà et al., 2010). NRG1 has been shown to induce an oxidative phenotype and improve insulin sensitivity in muscle cells in a similar manner to endurance training (Cantó et al., 2007). Our network reveals a linkage between this pathway and modules representing mRNA processing, muscle fiber constituents and tissue-remodeling factors, supporting the hypothesis that ERBB signaling may control expression of effector function genes in the response to endurance exercise in humans.

The regulatory component of the model includes epigenetic and post-translational modulators (e.g., HDAC3 in M3). Protein deacetylases have been identified as key regulators of skeletal muscle metabolism, controlling mitochondrial function, fatty

acid oxidation and ROS production (Gerhart-Hines et al., 2007; Jing et al., 2011; Sun et al., 2011).

We have shown that putative relationships between pathways can be revealed using a data-driven approach to infer and compartmentalize molecular networks in skeletal muscle. While our strategy is effective, it does not allow the inference of true directionality between individual molecules and pathways. Techniques such as dynamic Bayesian networks can overcome this challenge. However, owing to the complexity of large-scale probabilistic models, the sample sizes and computational resources required are currently prohibitive for networks containing large numbers of genes. The number of transcriptomics samples in the HERITAGE study is sufficient to support correlative approaches that produce indirect networks, but not methods that infer directionality.

### *Eif6*, Metabolic Remodeling, and Exercise Performance

The network analysis revealed *Eif6* as the most connected translation factor linked to energy metabolism. Further experimental validation supported the hypothesis that this linkage may be a causal one. Previous studies exploring the relationship between translation and energy metabolism have predominantly focused on the activity of the master regulator and nutrient sensor mTOR. Indeed, one of the most critical factors responsible for metabolic adaptation, PGC1 $\alpha$ , has been shown to be downstream of mTOR (Cunningham et al., 2007). Importantly, since *Eif6* can act independently of mTOR (Ceci et al., 2003; Brina et al., 2015) and considering our results, we conclude that this may represent an alternative mTOR-independent pathway for metabolic adaptation.

We have shown that in liver and fat tissue *Eif6* controls lipid synthesis and glycolysis by stimulating translation of an upstream open reading frame (uORF) and G/C-rich-containing mRNAs (Brina et al., 2015). Here, we have confirmed the striking capability of *Eif6* to regulate metabolism in muscle. Similarities and differences with previous studies in liver, fat (Brina et al., 2015), and bone marrow (Ricciardi et al., 2015) have emerged. Briefly, *Eif6* depletion in muscle now confirms that in all insulin-responsive organs, the partial loss of *Eif6* is associated with a signature involved in modulated insulin sensitivity (Brina et al., 2015). In addition, *Eif6* levels seem to affect the general acetylation profile of metabolic proteins. However, two tissue-specific differences emerge: in muscle, and contrary to other tissue, lipid synthesis is not a primary target of *Eif6* regulation in muscle cells.

The alterations in metabolism, including decreased oxygen utilization efficiency and increased ROS production, may be responsible for the observed reduced performance in a treadmill exercise test in the *Eif6*<sup>+/-</sup> mice. However, treadmill performance is not dictated solely by muscle performance. The effects of *Eif6* reduction in other tissues responsible for respiration and cardiovascular function, such as cardiac and lung, remain to be elucidated. The fact that mutant mice do not display any change in the fiber-type composition and blood supply strongly support the hypothesis that *Eif6* is causally linked to muscle fiber efficiency, both in energy production and in performance training.

### Relevance of *Eif6* in Pathogenesis

In conclusion, *Eif6* could have an important role to play in endurance training. *Eif6* is already considered a rate limiting step in

transformation and has been shown to regulate entry to the cell cycle (Gandin et al., 2008). This raises the possibility that *Eif6* may play an important role in other contexts.

Interestingly, our network analysis revealed a correlation between *Eif6* expression and a marker of systemic inflammation, CRP. Alterations in the level of ROS, which we observe in *Eif6*<sup>+/-</sup> muscle fibers, can upregulate expression of inflammatory genes including CRP (Wei et al., 2008). This raises the possibility that *Eif6* is important in chronic inflammatory diseases. We found evidence from several mouse and human studies that *Eif6* mRNA levels were significantly altered in diverse pathological and physiological conditions. This included diseases such as Alzheimer's disease, which exhibited a significant decrease in *Eif6* expression in neuronal cells (Figure S6A). Alzheimer's disease is known to involve extensive metabolic changes and ROS induced damage (Dumont and Beal, 2011). In mice, *Eif6* expression was significantly upregulated in response to a combination of a high-fat diet and metformin, a drug commonly used to treat diabetes (Setter et al., 2003) (Figure S6B). Skeletal muscle denervation and innervation, which strongly affect mitochondrial function (O'Leary et al., 2012), including ROS production (Muller et al., 2007), also profoundly altered the expression of *Eif6* in mice (Figure S6C), strongly supporting an important role of *Eif6* in muscle plasticity. Together, these support an interesting possibility that *Eif6* may be involved in a wide spectrum of diseases.

## EXPERIMENTAL PROCEDURES

### HERITAGE Dataset Gene Expression Analysis

The experimental design and exercise training protocol of the HERITAGE Family Study have been described previously (Bouchard et al., 1995). Participants were sedentary at baseline and normotensive. Each participant exercised three times per week for 20 weeks on cycle ergometers controlled by direct heart rate (HR) monitoring. Briefly, participants exercised at the HR associated with 55% of baseline  $\text{VO}_2$  max for 30 min per session for the first 2 weeks. The duration and intensity were gradually increased every 2 weeks, until reaching 50 min and 75% of the HR associated with baseline  $\text{VO}_2$  max. This level was maintained for the final 6 weeks of training.

Muscle biopsies of *vastus lateralis* were obtained at baseline and post-training using the percutaneous needle biopsy technique. Total RNA was isolated from frozen muscle biopsies preserved in Tissue-Tek using Trizol, and mRNA was amplified with Ambion MessageAmp Premier following the manufacturer's instructions as previously described (Phillips et al., 2013). Affymetrix HG-U133+2 arrays were used to measure global gene expression levels in baseline and in post-training samples. After removing participants for whom either pre- or post-training arrays failed quality control procedures or were not generated, 41 participants remained. The biopsies were performed between 1994 and 1997. The Affymetrix microarrays we performed in 2012 and all samples were profiled at the same time. No sign of bias or batch effects were detected using cluster analysis, principal component analysis, and other data exploration approaches. Genes differentially expressed in response to training were identified using a paired-design two-class significance analysis of microarrays (SAM) (Tusher et al., 2001) with a FDR threshold of 5%.

### Differential Co-expression Networks

To identify genes that showed alterations in correlation patterns (differential co-expression) between trained and untrained subjects, we applied a slightly modified pipeline based on the DiffCoEx procedure (Tesson et al., 2010). DiffCoEx is designed to identify correlation pattern changes using the weighted gene co-expression network analysis (WGCNA) (Langfelder and Horvath, 2008) framework. Briefly, two datasets were defined (pre and post-training), followed by gene cluster identification based on the topological overlap or

similarity of differential co-expression between the datasets (Langfelder et al., 2008). We then applied a filter to each gene cluster to remove non-significant changes in gene-gene correlation. A resampling procedure was used to generate two datasets of randomly permuted data. This was then used to calculate a null distribution of co-expression changes, which, in turn, was used to calculate a p value for each gene-gene interaction. Differential co-expression changes with an FDR > 1% were then removed. The standard DiffCoEx resampling procedure was then performed using the filtered clusters. This involved constructing 1,000 sets of random clusters of the same distribution of sizes to build a null distribution of module-module dispersion statistics (a measure of the module-module differential co-expression). Module-module connections with an FDR < 10% were selected as edges within the network. All modules were significant for within-module changes in co-expression.

### Data Integration

The HERITAGE gene expression data were used to infer a network-integrating eIF gene expression profiles, KEGG pathways, and physiological measurements (Table S1). Genes differentially correlated to eIF genes between trained and untrained individuals were linked to KEGG pathways using a gene set enrichment analysis (GSEA) approach (Subramanian et al., 2005). Over-represented KEGG pathways (FDR < 10%) were visualized in the network as an edge between the eIF gene and the KEGG pathway.

eIF genes were linked to physiological measurements using linear regression. A simple model of the effect of training on the physiological variable as a function of pre-training gene expression levels was used to generate p values for each relationship. Significant relationships (FDR < 10%) were visualized in the same manner as KEGG pathways.

### Gene Ontology Analysis

The R library clusterProfiler (Yu et al., 2012) was used to test for functional enrichment of gene ontology and KEGG pathway terms within gene lists. A term was considered significantly enriched at a FDR less than 10%.

### Animal Studies

All animal work was conducted according to relevant national and international guidelines and approved by the University of Birmingham, UK, Medical School and University of Liverpool, UK, Medical Services Unit ethics committee and by the responsible authority of the Regierung von Oberbayern, Germany. Young (8- to 16-week old) male *Eif6*<sup>+/-</sup> or *Eif6*<sup>+/+</sup> C57BL6 littermates were sacrificed by cervical dislocation, and skeletal muscle was immediately removed, cleaned of any excess fat or connective tissue, and either flash frozen in liquid nitrogen or placed in the relevant medium for immediate use. Tissue placed in storage was held at -80°C until further use.

### Statistical Analysis

We used unpaired Student's t tests for two comparison groups unless stated otherwise, where N represents the number of replicates in each group. Where multiple tests were carried out, p values were corrected using the FDR of Benjamini and Hochberg (1995).

### Indirect Calorimetry

To evaluate energy metabolism under baseline conditions, a 21-hr indirect calorimetry trial was conducted in single caged mice at the age of 12 weeks having free access to food and water (32-cage PhenoMaster with activity and drinking/feeding monitoring, TSE Systems, Bad Homburg, Germany). Data were collected in 20-min intervals, resulting in a total of 63 time points per 21 hr. The following variables were assessed: oxygen consumption ( $\text{VO}_2$ ), carbon dioxide production ( $\text{VCO}_2$ ), the respiratory exchange ratio ( $\text{VCO}_2/\text{VO}_2$ ), food consumption, locomotor activity (distance traveled in cm / 20 min) and rearing behavior (counts/20 min), body weight, and rectal body temperature. All  $\text{VO}_2$  data were used to calculate mean oxygen consumption, and lowest and highest single readings were identified as minimum and maximum  $\text{VO}_2$  under baseline conditions. Oxygen consumption data were analyzed using linear regression modeling, including body mass as a covariate to normalize for body mass differences.

### Treadmill Test

Two groups of mice (WT,  $n = 9$ ; *Eif6* het,  $n = 8$ ; age- and sex-matched) were subjected to an exhaustion treadmill test. Each mouse was placed on the belt of a 6-lane motorized treadmill supplied with shocker plates. The treadmill was run at an inclination of  $+5^\circ$ . The speed was initially 15 cm/s and then increased by 2 cm/s every 2 min using a sight electric stimulation of 0.3 mA. The test was stopped when the mouse remained on the shocker plate for more than 5 s without attempting to re-engage the treadmill, and the time to exhaustion was determined.

### Immunocytochemistry

Cross-sections (10–12  $\mu\text{m}$ ) were cut from the mid-belly of the quadriceps, *gastrocnemius*, and *soleus* muscles on a Bright OTF5000 cryostat (Bright Instrument, England) at  $-22^\circ\text{C}$ , air-dried, and stored at  $-80^\circ\text{C}$  prior to further processing. Following thawing at room temperature and to distinguish type 1, 2A, and 2B/X muscle fibers, cross-sections were stained for ATPase after pre-incubation at pH 7.0 as previously described (Tunell and Hart, 1977). From a region of the cross-section containing more than 1 fiber type, an average of 270 and 210 fibers were counted for each WT and *Eif6*<sup>+/−</sup>, respectively. Data are expressed as mean  $\pm$  SD for  $n = 4$  WT and  $n = 4$  *Eif6*<sup>+/−</sup> animals.

Capillaries were labeled with fluorescently tagged lectin I (GSL I, Vector Labs). Digitized images of stained sections were used to determine the x and y coordinates for muscle fiber boundaries and the associated capillary coordinates; in-house software was used to calculate the capillary-to-fiber ratio (C:F), capillary density (CD,  $\text{mm}^2$ ), and mean fiber cross-sectional area (FCSA,  $\mu\text{m}^2$ ). The area of tissue supplied by individual capillaries (the domain of influence) was calculated as a tessellation of non-overlapping polygons, representing the area of tissue closer to one capillary than any other. Under conditions of maximal flow, assuming supply capacity to be similar for all capillaries, the domain size will be inversely proportional to the metabolic demand. The distribution of capillary domain area provides an index of the heterogeneity of capillary supply. The log-normal distribution is best expressed as the standard deviation of the log-transformed area (logSD) (Al-Shammari et al., 2014).

### Western Blotting

For whole-muscle western blot analysis, approximately 50 mg *gastrocnemius* muscle was ground to a powder using a mortar and pestle in the presence of liquid nitrogen. Thereafter, the powder was resuspended in an amount of RIPA buffer (Sigma), homogenized for 60 s, and then centrifuged at  $7,000 \times g$  for 5 min. The supernatant was collected and protein concentration determined using the BradfordUltra method.

Samples were diluted in Laemmli buffer to yield between 20–60  $\mu\text{g}$  of protein per sample that were separated by a 12% SDS-PAGE with proteins subsequently being transferred to nitrocellulose and thereafter probed against Cu/Zn SOD (SOD1) (Enzo), MnSOD (SOD2) (Abcam), NDUFS4 (Abcam), ENO3 (Abcam), and anti-eIF6 (produced in-house).

### qPCR

Mitochondrial number was estimated using a real-time PCR-based method. Briefly, total DNA was isolated from a muscle sample (2–5 mg) using the DNeasy Kit (QIAGEN, USA). Nuclear DNA (nuclear DNA) was quantified using primers for glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*); forward 5'CCCACTAACATCAAATGGGG3' and reverse 5'TCTCCATGGTGGTGAAGACA3' (amplicon 76). mtDNA was quantified using primers for the mitochondrial encoded cytochrome b; forward 5'CCACTTCATCTTACCATTTATTATCGC3' and reverse 5'TTTTATCTGCATCTGAGTTTGATCCTGT3' (amplicon 110). Separate reactions for *Gapdh* and cytochrome b were set up using approximately 12.5 ng of total DNA using the SensiMix Sybr Green Master Mix (Bioline, UK). Real-time PCR was performed using a Bio-Rad iCycler with an iCycler iQ multicolor real-time PCR detection system (Bio-Rad, USA) over 26 cycles and a  $62^\circ\text{C}$  annealing temperature. The ratio of nuclear DNA:mtDNA was calculated from the cycle threshold (CT) values and compared between WT and *Eif6*<sup>+/−</sup> mice.

### Microarray Analysis of *Eif6*<sup>+/−</sup> Muscle

Frozen *soleus*, *gastrocnemius*, and *tibialis anterior* muscle was homogenized in RLT buffer (QIAGEN) with  $\beta$ -mercaptoethanol (1% v/v) using a Precellys-

24 tissue homogenizer system (Precellys, UK). Each tissue lysate was centrifuged at 13,000 rpm for 10 min, and the supernatant was removed for RNA extraction. RNA was isolated using QIAGEN RNeasy columns following the manufacturer's instructions. Sample purity was assessed by measuring absorbance at 260 and 280 nm using a NanoDrop spectrophotometer, and all absorbance ratios were between 1.8 and 2.0. Cy3-labeled cRNA was generated using the Agilent Low-Input QuickAmp Kit following the manufacturer's instructions. 600 ng of labeled cRNA was hybridized to Agilent Sureprint G3 Mouse whole-genome microarrays, which were then washed and scanned in an Agilent SureScan microarray scanner. Microarray data were  $\log_2$  transformed and normalized using quantile normalization. Differentially expressed genes were detected using SAM with a 5% FDR cutoff.

### Polysome Purification and Polysomal mRNA analysis

The polysome analysis followed a modified protocol from Kubica et al. (2005). For a full description of the protocol, see the Supplemental Experimental Procedures. Briefly, 180  $\mu\text{g}$  of muscle lysate was layered on a 15%–50% linear sucrose gradient and centrifuged at 37,000 rpm for 170 min. The sucrose gradient was fractionated and UV absorption at 260 nm was recorded. RNA was precipitated by adding 2 volumes of 100% ethanol, redissolved in RNase-free water, and treated with phenol-chloroform. Sucrose fractions containing  $\geq 2$  polysomes were pooled for subsequent analysis. Total RNA was extracted from muscle using the methods of Caddick et al. (2006). The mRNA was then processed for microarray analysis as described above. Statistically significant genes were selected using an absolute  $\log_2$ -fold change threshold greater than 1 and  $p < 0.05$ .

### Mitochondrial Proteomics

For a full description of the protocol, see the Supplemental Experimental Procedures. Briefly, mitochondria were isolated from fresh *gastrocnemius* muscle of WT and *Eif6*<sup>+/−</sup> mice as previously described (Wittig et al., 2007). Following digestion and liquid chromatography (LC) separation, samples were analyzed on a Quadrupole-Orbitrap instrument in data-dependent positive (ESI+) mode to automatically switch between full-scan mass spectrometry (MS) and MS/MS acquisition. Raw data files were uploaded into Proteome Discoverer (v.1.3) and searched against the mouse UniProt database using the Mascot search engine (v.2.4.1). The threshold for detected proteins was adjusted to a FDR of less than 5% and imported into Progenesis. Differentially expressed proteins were detected using ANOVA, followed by adjustment to a FDR of 10%.

The enrichment of differentially expressed proteins within the polysomal fraction of highly translated mRNAs in *Eif6*<sup>+/−</sup> muscle was determined using GSEA. Proteins within the “core enriched” fraction of differentially expressed proteins were considered overlapping between the two experiments (Table S4).

### Acetylome Analysis

How the deposited data were processed for this re-analysis (not part of the article)

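Transcript levels were measured in *gastrocnemius* and TA of *Eif6*+/- and WT mice on 8 two-colour Agilent SurePrint G3 mouse arrays, 4 per muscle, each with 1 *Eif6*+/- mouse (Cy5) and 1 WT mouse (Cy3) by the sample labels. The mice were paired at random. Soleus, polysomal fractions and the human data were not analysed here, and of the proteome only the list of Table S7 was used.

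The authors deposited, for each array, the output of Agilent's scanner software (Feature Extraction), which gives spot intensities that are not normalized, local background, quality marks per spot and a log10 ratio of Cy5 over Cy3 after the software's own background subtraction and dye normalization. They also deposited a table of values per spot, which was compared with the scanner files array by array. It holds log2 ratios of Cy5 over Cy3 after loess normalization of uncorrected intensities within each array (r between 0.999963 and 0.999996 with such values computed here), and it was not quantile-normalized, although the methods name log2 transformation and quantile normalization. Its scale, centring and direction are thereby known. The medians of its 8 columns were 0.00257, 0.000831, −0.00441 and 0.00375 for *gastrocnemius* pairs 1 to 4 and 0.00138, −0.000366, 0.00288 and 0.00212 for TA pairs 1 to 4. The scanner files hold no mean spot intensity, so the median spot intensity stood in for the mean that had been planned.

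The median intensities were corrected with limma's normexp method (offset 50, over all spots) against the median local background, normalized by loess within each array with control spots at weight 0, and quantile-normalized across all channels of the 8 arrays. Control spots and spots marked as non-uniform or as population outliers were left out, and spots of one probe were averaged. A probe was tested in a muscle if it was well above background in at least 1 channel on all 4 arrays of that muscle (23802 probes in *gastrocnemius*, 23391 in TA, 22765 in both). Quantile normalization can return a log2 ratio of exactly 0, as for *Sirt1* on one TA array. Signal over background set the limits of these arrays: 38.7% to 48.6% of probes per array and channel were well above background, and 4 pairs per muscle bound the precision. The spiked-in control RNAs gave slopes of 0.848 to 0.875 and correlations of 0.982 to 0.987 between measured and expected log ratios.

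Probes were named through the RefSeq accession in the files and a table of mouse genes of assembly GRCm38.p6, used for names only; 27235 of 28685 probes with such an accession and of 55681 probes in all matched, for 20660 genes. The other probes, among them genome intervals and Ensembl transcripts, entered the tests without a gene name. A gene was counted by its probe of highest mean signal over all arrays, and for genes on the list described below the other probes are given where they point another way than a printed value. No probe sequences or coordinates were used.

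Each log2 ratio was tested against 0 with lmFit and eBayes (limma 3.58.1, R 4.3.3; figures with matplotlib 3.10.9, Python 3.11.15), with Benjamini-Hochberg adjustment over the kept probes of the muscle and a threshold of 0.1, the FDR given in the results (the methods give 0.05 for SAM). The difference between the muscles was tested as a contrast over all 8 arrays. KEGG sets were not used. Instead, 9 families were fixed by gene symbol (oxidative phosphorylation, cytosolic and mitochondrial ribosomal proteins, ubiquitin ligation machinery, extracellular matrix and receptors, lysosome, chromatin modifiers, histone deacetylases and sirtuins, lipid synthesis), and tested with camera (preset correlation 0.01) and with Fisher's exact test among called genes. SAM was implemented from its description, with all permutations. The signs of the proteins in Table S7 were compared with those of their transcripts by Fisher's exact test.

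The samples, the tests, the families, the alternatives and the rule for naming genes were set before the data were examined. The families were chosen to stand in for the pathways of the paper's Figure 3, which had been seen. The genes named in the text are a fixed list of genes that the paper names for these arrays, in Table S3, in its discussion or for protein measurements in the same muscle (of the last, only some), and in each muscle the 5 largest increases and 5 largest decreases among called genes with the same sign on all 4 arrays; values in the paper's tables had been seen when the list was made. Lists of marker genes for slow, fast and IIA fibres, fat cells, blood, leukocytes, connective tissue, myelinated nerve and sex were also set then. The alternatives were quantile or loess normalization alone, normexp with offset 0, no background correction, Agilent's processed signals, the authors' deposited log2 ratios, no filter or a stricter filter on dim probes, each array left out, other tests and other units of counting. Alternatives for the difference between families, and the arrays left out in the enrichments and in the comparison with proteins, were chosen after seeing the data.

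The tests were tested on simulated data in which 200 probes were changed. With a log2 change of 0.5 and 4 arrays, limma recovered 81% of the changed probes with the variances of *gastrocnemius* and 94% with those of TA, and with a log2 change of 1 99.5% in each. The share of false calls was then 15.7% to 19.4%, above the nominal 10%. A further simulation, written after these results were seen and with variances drawn from the fitted prior, recovered 32.5% and 74.5% at 0.5 and 96% and 99% at 1, with 2.99% to 11.8% false calls. With 3 arrays, recovery at 0.5 was 42% and 85% in the former and 0% and 0% in the latter simulation, and at 1 between 94% and 99.5% in both. For the difference between the muscles, recovery at 0.5 was 37.5% and 22.5%, and at 1 98.5% and 93%. Among simulated families shifted by 0.2, camera found all. In the former simulation 50 families were shifted up, and 35.9% and 41.2% of camera's calls in *gastrocnemius* and TA were false. Fry gave 3.85% and 1.96% there, and the estimated correlation 23.1% and 18.0%. Camera sets a family against the other genes, so there the unshifted families lay below a raised background, which adds to its false calls. In the latter simulation 10 families were shifted, and camera's false shares were 0% and 16.7%. Genes were simulated as independent, so these shares do not cover families of correlated genes.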

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

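The tests against cell mixture in single arrays, *Myh2* and immune cells, slow fibres on pair 1, and processing as the source of the oxidative phosphorylation difference were chosen after the results were seen, as were the splits by family. The test against swapped arrays and those of the slow fibre and leukocyte lists were set before.

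The shift of 5 gene families differed between *gastrocnemius* and TA by camera. The difference (*gastrocnemius* minus TA) was 0.28 for oxidative phosphorylation (0.279), −0.16 for cytosolic ribosomal proteins (−0.160), 0.18 for mitochondrial ribosomal proteins (0.177), −0.22 for extracellular matrix genes (−0.221) and −0.16 for lysosomal genes (−0.164). A dye effect that a probe shows on every array cancels in this difference. Normalization, background correction or filtering as the source of the oxidative phosphorylation difference is argued against by its lowest value over 8 such alternatives, 0.275 (highest 0.333, largest adjusted p 2.46e-19). Over the same alternatives the difference for cytosolic ribosomal proteins ran from −0.163 to −0.0872. With an array left out, that for lysosomal genes ran from −0.211 to −0.0866. Chance is not excluded: of the 35 ways to split the 8 arrays into 4 and 4, 16 gave at least as many families, the real one included. The cell mixture of the samples stays open. The slow fibre list had a median log2 ratio of 0.25 (0.251) in *gastrocnemius* against an SD of its array medians of 1.64, too variable to decide. The leukocyte list was at −0.62 (−0.617). It was lowest on the pairs with the highest oxidative phosphorylation shift, at −1.11 and −1.61 on pairs 1 and 3, with shifts of 0.36 and 0.40. On pairs 2 and 4 it was at 0.21 and −0.01, with shifts of 0.10 and 0.11. The lysosomal shift was −0.21 and −0.40 on pairs 1 and 3, and −0.04 and −0.05 on pairs 2 and 4. Of the 7 leukocyte list genes, 1 belongs to the lysosome family. A constant dye effect cancels between arrays, so immune cell content stays open as a source of the lysosomal shift, on 4 arrays only. Within one dye orientation a dye effect can set the sign of a list, so the median of the leukocyte list alone decides nothing. Fewer immune cells as the source of the higher oxidative phosphorylation genes would raise fast fibre genes alike; the difference between their medians was at least 0.224 on each array (mean 0.334, SD 0.109), which a dye effect would give as well. *Myh2*, the marker of IIA fibres, was higher on all 4 arrays (lowest 0.525, then 0.62, 1.41 and 3.92), so that more IIA fibres in the *Eif6*+/- muscle are a candidate explanation. It stays open, as it rests on 1 gene whose spread between pairs was large (SD 1.58; in TA, with the same dyes, mean 0.05 and SD 1.24). Against it, the paper reports no change in fiber-type composition, and its methods name *gastrocnemius* among the stained muscles. Slide row coincides with muscle. A response to *Eif6* that differs between the muscles also stays open.

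Single arrays lay far from the others of their group in 6 of 127 groups checked, where chance gives 6.35, so the number of such arrays is what chance gives. On pair 3 of *gastrocnemius*, *Tnxb* (−0.560, against −0.315 to −0.270) and the median of the connective tissue markers (−0.740, against 0.043 to 0.103) were low, and the extracellular matrix family had its largest shift there, −0.52. Less connective tissue in the *Eif6*+/- sample of that pair, or more in the WT sample, is a candidate source. It was not tested apart from the lists of other cells, of which leukocytes were low on the same pair (median over arrays −0.617), and 3 of the 8 connective tissue genes belong to the extracellular matrix family. A difference between the mice of that pair was not tested.

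On pair 1 of *gastrocnemius*, *Mybpc1* was at 2.18, against 0.84 to 0.95 on the other pairs. The slow fibre list was at 2.63 (median of 10 genes) on that pair and at −1.16, −0.27 and −0.06 on the others. This comparison is between arrays of one dye orientation, in which a constant dye effect cancels. The values are consistent with more slow fibres in the *Eif6*+/- sample, or fewer in the WT sample, of pair 1, by dissection or by the mice themselves. *Mybpc1* was also higher on the pairs where the slow list was lower, so this does not account for its mean.

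On pair 4 of TA, *Sdc4* had a log2 ratio of 0.0015 (0.00154), against 1.42 to 1.54 on the other 3 pairs. In *gastrocnemius* it was low on pair 4 too, at 0.12 against 1.45 to 1.75 on the others, so the low value is not one of the TA array alone. Whether the same mice gave both muscles is not known here. A swapped or mislabelled array is argued against by *Eif6*, whose highest log2 ratio over the 8 arrays was −0.800, on this same array. No other explanation was tested, and a difference between the mice stays open.

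The median Cy5 intensity was 74 on pair 4 of *gastrocnemius*, against 65 to 66 on the other 3, with a local Cy5 background of 44 against 41.5 to 42, and the share of probes well above background in Cy5 was 47.7% on pair 1, against 45.9% to 46.0%. Both concern the brightness of an array. No biological explanation was tested.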

How the results depend on the processing

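Of the genes named, 582 of 634 values under alternatives other than a left-out array kept their direction and their side of 0.1, 37 lost their call, 4 gained one and 10 moved; with an array left out, 212 of 300 stayed and 85 lost their call. The median log2 ratio of all genes stayed within 0.04 of 0 under every normalization. The share of called genes that were higher was between 63.5% and 68.1% in *gastrocnemius* and between 54.9% and 64.6% in TA over the scalings. Signal over background limits the genes that can be tested to 12609 and 12381 of 20660.

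*Hdac1* in TA reversed from 0.38 to −0.10 (−0.0986) with the median over its probes. The correlation between the muscles across genes stayed between 0.523 and 0.586, and from 0.361 to 0.638 with arrays left out. *Eif6* kept its call in all 16 values, taken over both muscles, under alternatives other than a left-out array. With arrays left out its log2 ratio in *gastrocnemius* was −1.06 to −0.97. The share of proteins and transcripts of the same sign stayed between 32.7% and 34.8%, and between 32.7% and 39.1% with arrays left out.

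The 1939 genes called in *gastrocnemius* became 1204 with Agilent's processed signals, 626 at an adjusted p under 0.05, 3014 with all 8 arrays in one model, 3049 by the methods' t-test with unadjusted p under 0.05, 232 by that test after adjustment, 3228 by SAM one-class, 3275 when probes were counted and 0 to 1766 with arrays left out. The 2014 called in TA became 1215 with the normexp offset at 0, 844 with Agilent's processed signals, 837 at an adjusted p under 0.05, 62 by the t-test after adjustment, 3555 when probes were counted and 68 to 2020 with arrays left out. The t-test after adjustment was counted at an adjusted p under 0.05. A stricter threshold and another unit of counting change the numbers by construction, and fewer arrays lower the power. In simulations 3 arrays recovered 0% to 85% of the changed probes at a log2 change of 0.5, depending on their variances, and 94% to 99.5% at 1. It is therefore open how far the low counts come from the number of arrays. For the other alternatives the cause was not tested. The 0 genes that differed between the muscles became 1 with Agilent's processed signals (*Pcnx2*, 1.38) and 1 without a filter on dim probes (*Lrtm1*, 0.64), named after their values were seen.

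The pair numbers of the muscles were checked as a possible pairing. The deviations of arrays of the same number from their muscle's mean correlated with −0.116, −0.005, −0.362 and 0.106, which does not pair them. Some named genes did track by number, such as *Slc25a25* (2.17, 1.24, −0.03 and 1.22 in *gastrocnemius*, 2.35, 1.30, 0.00041 and 1.37 in TA), *Dusp1*, *S100a9*, *Sdc4* and the sex genes. In a test chosen after this was seen, over the 1210 most variable genes apart from those named, 21 of the 24 ways to match the arrays of the muscles gave a median correlation at least as high as matching by number (−0.31). Whether the same mice gave both muscles stays open, and the correlation between the muscles and the splits and permutations of the 8 arrays treat them as unrelated. With the pair number as a block, 0 genes differed between the muscles and 838 had an unadjusted p under 0.05, and the 5 families whose shift differed kept their calls by camera. The channels taken as separate samples without a block gave 1718 and 1579 genes.

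Among gene families, fry gave an adjusted p, in *gastrocnemius*, of 0.104 for oxidative phosphorylation, 0.584 for cytosolic ribosome, 0.107 for mitochondrial ribosome, 0.160 for extracellular matrix and 0.280 for lysosome, and called chromatin modifiers (0.0665) and histone deacetylases and sirtuins (0.0530). In TA it gave 0.647 for extracellular matrix and called ubiquitin ligation (0.0823), chromatin modifiers (0.0368) and histone deacetylases and sirtuins (0.0530). With an estimated correlation the adjusted p was 0.766 for each family called by camera and 0.767 for cytosolic ribosome in *gastrocnemius*. Of the differences between muscles, fry gave 0.107 for oxidative phosphorylation, 0.204 for cytosolic ribosome, 0.138 for mitochondrial ribosome, 0.449 for extracellular matrix and 0.333 for lysosome, and the estimated correlation 0.320, except 0.355 for extracellular matrix; these alternatives were chosen after seeing the data.

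In TA, loess alone gave −0.07 (−0.0703) for oxidative phosphorylation, 0.0060 for cytosolic ribosome, −0.07 (−0.0678) for mitochondrial ribosome and 0.04 (0.0431) for chromatin modifiers. Agilent's processed signals gave −0.13 for oxidative phosphorylation, −0.01 (−0.0149) for cytosolic ribosome, which reversed, −0.09 (−0.0855) for mitochondrial ribosome and 0.04 (0.0405) for chromatin modifiers. The deposited log2 ratios gave 0.02 (0.0152) for cytosolic ribosome, −0.07 (−0.0718) for mitochondrial ribosome and 0.04 (0.0425) for chromatin modifiers. No filter gave −0.01 (−0.0150) for extracellular matrix and 0.04 (0.0441) for chromatin modifiers, and the stricter filter 0.04 (0.0438) for the latter. The cause was not tested. All lost or gained their call.

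With arrays left out, the shift of cytosolic ribosome in *gastrocnemius* was −0.132 to −0.0250. In TA it was −0.0680 to 0.0058 for oxidative phosphorylation, −0.0827 to −0.0112 for mitochondrial ribosome, −0.175 to 0.0697 for extracellular matrix, reversed without pair 2 and pair 4, and 0.0293 to 0.0470 for chromatin modifiers. The differences between muscles were −0.323 to −0.0789 for extracellular matrix and −0.0148 to 0.0907 for lipid synthesis.

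The enrichments were lost at an adjusted p under 0.05 for calling genes, with odds ratios, among genes higher in *gastrocnemius*, of 0 for cytosolic ribosome, 1.14 for mitochondrial ribosome, 2.06 for chromatin modifiers and 5.65 for histone deacetylases and sirtuins, among genes lower there of 0 for oxidative phosphorylation, 1.59 for cytosolic ribosome and 1.66 for lysosome, and in TA of 0.592 for oxidative phosphorylation and 4.77 for histone deacetylases and sirtuins (higher) and 1.41 for lysosome (lower). With arrays left out, the odds ratios in *gastrocnemius* were, among genes higher, 0 to 0.559 for cytosolic ribosome, 1.85 to 1.97 for mitochondrial ribosome, 1.37 to 1.53 for chromatin modifiers and 4.24 to 4.27 for histone deacetylases and sirtuins, and among genes lower, 0 for oxidative phosphorylation, 1.06 to 1.105 for cytosolic ribosome and 1.84 to 5.14 for lysosome. In TA they were, among genes higher, 0 to 0.962 for oxidative phosphorylation, 1.82 to 2.87 for cytosolic ribosome and 0 to 4.50 for histone deacetylases and sirtuins, and among genes lower, 0 to 0.761 for cytosolic ribosome, 0 to 5.83 for extracellular matrix and 0 to 2.23 for lysosome. The enrichment of extracellular matrix genes among genes lower in TA was gained without pair 3 (5.83, adjusted p = 0.0002). With all 4 pairs it was 1.12 (adjusted p = 0.877), and it was not past 0.1 without any other pair. Without pair 1 of TA only 53 genes were called higher and 15 lower, so that the odds ratios of 0 there show no change of direction. Without pair 3 or 4 of *gastrocnemius* no gene was called and these could not be computed.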

Differences from the paper's values

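The paper reports 2651 upregulated genes in *gastrocnemius*; 1242 genes were called higher here. The alternatives set before the data were examined that came within 1.5 times of the paper's value were all 8 arrays in one model (1859), the methods' t-test with unadjusted p under 0.05 (1997), SAM two-class on quantile-normalized channels at an FDR of 0.1 (2041), SAM one-class on log ratios (2180) and counting probes in place of genes (1924). The others did not: quantile alone (1281), loess alone (1295), normexp with offset 0 (933), no background correction (1247), Agilent's processed signals (810), the authors' deposited log2 ratios (1240), no filter on dim probes (1361), both channels well above background (1154), an adjusted p under 0.05 (433), the channels as separate samples (1158), the methods' t-test after Benjamini-Hochberg adjustment (186), genes with any probe past the threshold (1342), and each array left out (from 0 to 1045). The t-test after adjustment was counted at 0.05, and SAM two-class at the methods' FDR of 0.05 called 1347 genes higher. The methods name SAM on quantile-normalized values.

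The paper names *Gfm2*, *Thbs3*, *Tceb2* (*Elob*), *Akt2*, *Fgfr1*, *Sirt6*, *Hdac6*, *Hdac1*, *Sirt1* and *Sirt2* among the genes that change in *gastrocnemius*, and none of these 10 passed 0.1 here, while *Atp5l*, *Ndufs4*, *Sod2*, *Pdhb*, *Tnxb*, *Itgb1*, *Stub1*, *Mapk3*, *Wasf2*, *Hdac7* and *Hdac9*, which it also names, did. *Sirt1* was called by SAM two-class at an FDR of 0.1, by SAM one-class, with all 8 arrays in one model and without pair 1. *Sirt2* was called by SAM one-class, with all 8 arrays in one model and without pair 1, and *Hdac1* by SAM one-class. *Elob* was called with loess alone, with all 8 arrays in one model and by the methods' t-test with unadjusted p. When adjusted over the list alone, *Thbs3*, *Elob*, *Sirt6*, *Hdac1*, *Sirt1* and *Sirt2* passed 0.1. No setting called *Gfm2*, *Akt2*, *Fgfr1* or *Hdac6* in *gastrocnemius*. Table S3 lists *Sirt6* as upregulated. Its brightest probe gave −0.19, called with all 8 arrays in one model and by the methods' t-test with unadjusted p as lower, while its other probe gave 0.35.

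In Figure 3 the paper gives ubiquitin-mediated proteolysis as upregulated in both muscles. Here the family of the ubiquitin ligation machinery was at 0.0019 in *gastrocnemius* (adjusted p = 0.986, with a mean above the other genes but a direction of down by camera) and 0.02 in TA (adjusted p = 0.382; 0.0823 under fry), and *Stub1* was lower in both (−0.43 and −0.35). Figure 3 gives oxidative phosphorylation as downregulated in TA. Here its shift there was −0.04 (adjusted p = 0.216), called with loess alone (−0.07), with Agilent's processed signals (−0.13) and without pair 1 or pair 2 (−0.07 and −0.06). The figure gives no ribosome pathway for TA, where cytosolic ribosomal proteins were called higher here by camera (0.08, adjusted p = 0.00727). It also gives no lysosome pathway for TA, where 13 of 79 lysosomal genes were called lower and 9 higher. The shift of the lysosomal genes there was −0.02 (camera, adjusted p = 0.362, on 2 of 4 arrays). The KEGG sets of the paper are not the families used here. The directions of oxidative phosphorylation, extracellular matrix, lysosome and chromatin genes in *gastrocnemius* were those of the figure, which rests on the same arrays. There the cytosolic (−0.08, on 2 of 4 arrays) and mitochondrial (0.13, on 4 of 4) ribosomal proteins went opposite ways. The figure's ribosome pathway therefore cannot share its direction with both.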

Other observations

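The tests of families over orientations and splits of the arrays and the tests of Table S7 without parts of its genes and between the muscles were chosen after the results were seen, as were the counts of a gene's next brightest probe. The tests of dye bias, of single genes over orientations and splits and of sex were set before.

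Genes called in both muscles went the same way in 775 of 776 cases. Probe-specific dye bias was tested as an explanation on 2877 genes with at least 2 probes. If it contributes, the difference between 2 probes of a gene, from which the gene's own change drops out, recurs in the other muscle, and if not, it does not. It recurred with r = 0.756, above the r of the probes' mean (0.521). By setting, r was between 0.730 and 0.764 for the difference and between 0.511 and 0.531 for the mean. Over the 28 pairs of arrays the median r was 0.476 for the difference (0.090 to 0.732, above 0 in 28) and 0.349 for the mean (above 0 in 25). These values are consistent with a dye effect of the probes, which may account for part of the calls in each muscle. Probes for isoforms that change differently, and probes that also bind other transcripts, give the same pattern and were not tested. The arrays hold no dye swap that would separate genotype from dye.

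Turning the sign of 1 or more of the 4 arrays of a muscle gives 8 orientations, too few to exclude chance. As many genes as the real orientation were called in 1 of the 8, the real one, in *gastrocnemius* and in 1 of the 8 in TA. As many families were called in 4 of the 8 in *gastrocnemius* and in 8 of the 8 in TA. In these counts the adjustment was over the families of 1 muscle, which left 1 family called in TA against 2 with the adjustment over 18 tests, so the 8 of 8 says little. For the difference between the muscles, 6 of 35 splits gave as many genes at an unadjusted p under 0.05 (no gene was past the threshold after adjustment in the real split), so that chance is not excluded there either.

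Pairs of mice of opposite sex would move the genes of the Y chromosome by several log2 units. *Ddx3y* and *Eif2s3y* stayed between −0.580 and 0.704 on all 8 arrays, which argues against such pairs, and *Xist* was well above background on 0 arrays.

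The marker lists that remain were, as the median log2 ratio in *gastrocnemius* and in TA, −0.17 and −0.08 for fast fibres, −0.24 and 0.51 for fat cells, −0.27 and −0.67 for blood, −0.15 and 0.31 for connective tissue, −0.08 and −0.32 for myelinated nerve, and 0.22 and 0.20 for the sex genes. In TA the slow fibre list was at −0.45, with 5 of 10 genes called and 9 of 10 below 0, the leukocyte list at −0.05 and *Myh2* at 0.05. In *gastrocnemius* none of the 10 slow fibre genes and 4 of the 10 fast fibre genes were called. The paper states that fiber-type composition did not change; by its methods the stained sections were of quadriceps, *gastrocnemius* and *soleus*, not of TA.

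Proteins and transcripts of Table S7 went opposite ways more often than not in *gastrocnemius*. A common shift of respiratory chain and mitochondrial ribosome genes is argued against as the whole source: without them, 31.9% of 91 genes had the same sign (Fisher's exact test, p = 0.000698). A dye effect of the probes that is unrelated to the direction of the proteins would not give this association. In the difference between the muscles (*gastrocnemius* minus TA), in which a constant dye effect cancels, 39.4% of 109 genes had the same sign (Fisher's exact test, p = 0.0268), but without pair 2 of *gastrocnemius* or pair 3 or 4 of TA p was 0.148, 0.0738 and 0.212. In TA alone 45.0% had the same sign (Fisher's exact test, p = 0.338). A dye effect that goes with the direction of the proteins by some other property of their genes therefore stays open. Genes are not independent replicates.

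The discussion states that lipid synthesis is not a primary target of *Eif6* in muscle. Genes of lipid synthesis were shifted by 0.06 in *gastrocnemius* (37 genes, camera, adjusted p = 0.362, on 2 of 4 arrays) and by 0.02 in TA (36 genes, adjusted p = 0.748), the latter below 0 with the normexp offset at 0 and with Agilent's processed signals; 2 of 37 genes were called higher and 0 lower in *gastrocnemius* and 3 and 4 of 36 in TA by limma (adjusted p under 0.1).

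Genes that the paper names in its discussion (*Ppargc1a*) or for protein measurements had log2 ratios in *gastrocnemius* of 0.33 for *Ppargc1a* (adjusted p = 0.0530), 0.22 for *Sod1* (0.171), 0.13 for *Eno3* (0.621), 0.13 for *Cat* (0.620; −0.26 from another probe) and 0.07 for *Mcu* (0.633), all from limma. The call of *Ppargc1a* was lost with Agilent's processed signals and without pair 3 or pair 4 (adjusted p up to 0.193). It was at −0.20 in TA (adjusted p = 0.167), with 0.0028 from another probe. Of the probes without a gene name, 922 of 7591 were called in *gastrocnemius* and 977 of 7542 in TA. Different probes called 10 genes in *gastrocnemius* and 37 in TA both higher and lower.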
